# Prenatal alcohol exposure alters expression of genes involved in cell adhesion, immune response, and toxin metabolism in adolescent rat hippocampus

**DOI:** 10.1371/journal.pone.0293425

**Published:** 2024-01-25

**Authors:** Amal Khalifa, Rebecca Palu, Amy E. Perkins, Avery Volz

## Abstract

Prenatal alcohol exposure (PAE) can result in mild to severe consequences for children throughout their lives, with this range of symptoms referred to as Fetal Alcohol Spectrum Disorders (FASD). These consequences are thought to be linked to changes in gene expression and transcriptional programming in the brain, but the identity of those changes, and how they persist into adolescence are unclear. In this study, we isolated RNA from the hippocampus of adolescent rats exposed to ethanol during prenatal development and compared gene expression to controls. Briefly, dams were either given free access to standard chow *ad libitum* (AD), pair-fed a liquid diet (PF) or were given a liquid diet with ethanol (6.7% ethanol, ET) throughout gestation (gestational day (GD) 0–20). All dams were given control diet *ad libitum* beginning on GD 20 and throughout parturition and lactation. Hippocampal tissue was collected from adolescent male and female offspring (postnatal day (PD) 35–36). Exposure to ethanol caused widespread downregulation of many genes as compared to control rats. Gene ontology analysis demonstrated that affected pathways included cell adhesion, toxin metabolism, and immune responses. Interestingly, these differences were not strongly affected by sex. Furthermore, these changes were consistent when comparing ethanol-exposed rats to pair-fed controls provided with a liquid diet and those fed ad libitum on a standard chow diet. We conclude from this study that changes in genetic architecture and the resulting neuronal connectivity after prenatal exposure to alcohol continue through adolescent development. Further research into the consequences of specific gene expression changes on neural and behavioral changes will be vital to our understanding of the FASD spectrum of diseases.

## Introduction

Maternal consumption of alcohol is relatively common, with 13.5% of pregnant women reporting some drinking during pregnancy and 5.3% reporting binge drinking [1]. Given that alcohol easily crosses the placental barrier, maternal alcohol consumption can significantly affect fetal development. Prenatal alcohol exposure (PAE) is associated with a wide range of neurobehavioral outcomes, including altered sensory processing, intellectual disability, developmental delays, and cognitive dysfunction [2] PAE, combined with facial dysmorphology, impaired growth, and perturbations in behavior, may result in diagnosis of Fetal Alcohol Syndrome (FAS). FAS is part of the larger diagnostic umbrella of Fetal Alcohol Spectrum Disorders, which includes partial FAS and alcohol-related neurodevelopmental disorder [3]. Importantly, it is estimated that the prevalence of FASD in the United States is 1–5% [4].

Neuroimaging has been critical in elucidating the neuroanatomical and functional consequences of PAE. Not only is PAE correlated with overall reductions brain volume and major fiber tracts (e.g., corpus callosum), but there are specific reductions in the volume of subcortical structures such as the hippocampus [3, 5, 6]. Functional magnetic resonance imaging (fMRI) studies have reported altered neuronal activation during working memory and executive function tasks, but the data from neuroimaging studies has been inconsistent [7]. A recent study by Solar et al. (2022) used magnetic resonance imaging (MRI) and diffusion tensor imaging (DTI) to show that although the volume of the hippocampus was smaller in individuals with PAE, there were no significant group differences in mean diffusivity, axial diffusivity, or fractional anisotropy, suggesting that alcohol-related cognitive dysfunction is a result of changes at the cellular level [8]. Rodent models have been critical in evaluating the short- and long-term effects of PAE at the neuronal level. However, the consequences of developmental alcohol exposure are highly influenced by the timing of alcohol exposure (e.g,. prenatal vs. postnatal exposure), the dose of alcohol, the developmental epoch of measurement (e.g., early postnatal, adolescent, or adult), and brain region. For example, while prenatal alcohol exposure reduced the volume of the hippocampus at E17 and resulted in a reduction in NeuN+ cells at P7 [9], there were no changes in cell proliferation in the adult hippocampus [10]. In addition, using unbiased stereology, Tran et al. (2003) found a significant reduction in neuron number in CA1 in adult rats following developmental alcohol exposure, but only when alcohol was delivered postnatally (P2-10) or pre- and postnatally (G1-22 + P2-10) [11]. Not only are there changes in the volume and/or numbers of hippocampal neurons following prenatal alcohol exposure, but there are also alterations in the neuroimmune system. For example, prenatal alcohol exposure produced elevated levels of several cytokines within the hippocampus at P8 [12] and altered neuroimmune response to challenge [13, 14]. Finally, developmental alcohol exposure alters hippocampal synaptic plasticity [15, 16], which may help to explain alcohol-related cognitive deficits. Together, these studies point to the hippocampus as being a key site of alcohol-related alterations.

Using transcriptomics and high-throughput genetic screening techniques, researchers have demonstrated that PAE significantly alters gene expression in humans and in animal models. For the most part, studies have shown that PAE results in a significant down-regulation of gene expression [17–20]. In a study evaluating DNA methylation following PAE, buccal samples were obtained from newborns and evaluated for differentially methylated regions, with few such regions identified [21]. However, others have looked at children and adolescents with FASD and reported significant differentially methylated regions. A study analyzing DNA methylation in buccal swabs (age range 3.5–18 years) reported a DNA methylation signature that may be unique to individuals with FASD [22]. Altered methylation of genes related to protocadherins was observed in buccal swabs of children with FASD [23]. Finally, DNA methylation alterations were observed in blood samples in children and adolescents with FASD [24]. In addition, PAE alters gene expression in rodent fetal hippocampal tissue. Specific pathways identified as being altered by PAE include those involved in regulation of transcription [25], G-protein coupled receptor signaling [25, 26], proline and citrulline biosynthesis [27] and neuron differentiation [26].

However, few studies have utilized genome-wide screens to evaluate the long-term consequences of PAE. Of those that have, a limited number have focused on adolescence as a key period of interest. Furthermore, there is wide variation in the alcohol exposure paradigms used in previous studies. In the amygdala, PAE (gestational day (GD) 12) resulted in altered miRNA expression, with key pathways including those related to p53, CREB, glutamate and GABA [28]. Another study found that PAE (10% ethanol; GD 0.5–8.5) resulted in significant upregulation of genes involved in neuroinflammation in the hippocampus of male adolescent rats [29]. In the cortex, about 250 genes were downregulated as a result of PAE (5% ethanol liquid diet throughout gestation). Interestingly, far fewer genes were altered in female alcohol-exposed offspring relative to male alcohol-exposed offspring (37 vs. 271, respectively). Genes identified were associated with neurological disorders and the protocadherin family of proteins [19]. Finally, in a study comparing the effects of PAE (35% ethanol-derived calories GD 11–12) on gene expression in the olfactory bulb of adolescent (postnatal day (P) 40) and adult (P90) rats, fewer changes were evident in adolescents. In fact, only a single gene was identified as being upregulated in ethanol-treated rats compared to pair-fed controls, dual specificity phosphatase 1 (*Dusp1*), whereas no genes were downregulated [30]. Taken together, it is clear that PAE causes long-lasting alterations in gene expression, but these effects vary by brain region. Furthermore, some studies have evaluated sex differences [19, 28], whereas others have utilized only male rats [29] or collapsed across sex [30]. We conducted an exploratory study to examine whether PAE resulted in changes in gene expression in the adolescent male and female hippocampus using RNA sequencing. Based on previous research described above, we hypothesized that alcohol exposure would result in significant downregulation of gene expression, with highlighted genes involved in neuroinflammation, G-protein coupled receptor signaling, and cell adhesion.

## Materials and methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at Purdue University (Protocol #1912001989). Animals were housed in AAALAC accredited facilities at Purdue University Fort Wayne. Adult male and female Long-Evans rats were purchased from Charles River Laboratories (Wilmington, MA) and were approximately 9 months of age at the time of breeding. All females had previously had successful litters and were not yet in reproductive senescence, which begins between 9–10 months of age [31]. Male and female pairs were co-housed overnight until a sperm plug was observed, designated as G0. At this time, females were removed and single-housed. Dams were assigned to one of three treatment groups: Ad-libitum control (AD), Pair-fed control (PF), and Ethanol-exposed (ET). Ad-libitum control dams were given *ad libitum* access to standard rat chow (Lab Diet, #5001: 23% protein, 4.5% fat, 6% fiber) and were weighed daily throughout gestation. Pair-fed control rats received a control liquid diet (Dyets, Bethlehem, PA; Weinberg-Keiver Heigh Protein Control Diet 710324) and Ethanol-exposed rats received an experimental liquid diet (Dyets, Bethlehem, PA; Weinberg-Keiver Heigh Protein Experimental Diet 710109) with 36% ethanol-derived calories (6.7% ethanol). PF dams were yoked to an ET dam of similar weight, such that the PF dam received the same amount of control diet, adjusted for body weight. To facilitate consumption of the ethanol liquid diet, ET dams were gradually exposed to the diet (Day 1: 33% experimental diet, 67% control diet, Day 2: 67% experimental diet, 33% control diet, Day 3: 100% experimental diet). Fresh diet was provided daily within 1.5–2 hours of lights off [32] and remained on the cage until the diet was changed the next day. Diet was administered throughout gestation (GD 0–20). On G20, all dams were provided water and lab chow (Lab Diet #5001) through the rest of the study. All dams were provided water *ad libitum*.

On Gestational day (GD) 15, a small tail (~ 1 mL) blood sample was taken from a separate set of ET rats (n = 17) at 8:00 pm (3 hours after the diet was placed on the cages) to determine blood ethanol concentrations (BECs). Samples were also taken from PF rats to control for the stress of the tail blood procedure. BECs were assessed using an Analox AM-1 alcohol analyzer (Analox Instruments, Lunenburg, MA). On GD 20, all dams were switched to regular rodent chow (Lab Diet, #5001) and water. As this was an exploratory study to determine if prenatal alcohol exposure resulted in long-term gene expression changes, offspring were derived from a single litter for each treatment group. Body weights were collected from all offspring on postnatal day (PD) 7, 14, 21, and 35–37 and were analyzed using an ANOVA. Offspring were weaned into same-sex groups of 2–3 on PD 21. Dam and litter characteristics can be found in Table 1.

**Table 1:** Dam and offspring characteristics. Body weight data for dams (expressed as a % change from G0) and offspring weights on PD 7, 14, 21, and 35–36. Male offspring weighed significantly more than female offspring on PD 7 and on PD 35–36. There were no effects of condition on offspring weights at any age. * p < 0.05 effect of sex.

Group	Dam Body Weight (% Change)	PD7 weight (g)	PD14 weight (g)	PD21 weight (g)	PD35-36 weight (g)
**ET**	16.62	M: 15.00 ± 0.58*	M: 29.67 ± 2.40	M: 48.00 ± 3.79	M: 176.67 ± 6.11*
		F: 13.50 ± 0.50	F: 29.50 ± 0.50	F: 46.50 ± 0.50	F: 144.00 ± 4.00
**PF**	26.59	M: 15.67 ± 0.49*	M: 29.50 ± 0.92	M: 50.00 ± 1.53	M: 157.67 ± 6.36*
		F: 14.67 ± 0.67	F: 28.25 ± 1.55	F: 44.00 ± 1.73	F: 128.67 ± 6.74
**AD**	31.56	M: 15.0 ± 0.63*	M: 28.40 ± 0.93	M: 47.00 ± 2.08	M: 159.33 ± 1.45*
		F: 14.4 ± 0.24	F: 27.00 ± 0.45	F: 43.33 ± 0.67	F: 129.67 ± 1.45

### Hippocampus tissue collection

Rats were 36–38 days of age at time of sample collection. Male and female rats from each treatment group (n = 2-3/group) were removed from their home cage and rapidly decapitated without anesthesia [33–35]. Tissue collection occurred within 3–4 minutes of removing the rat from the home cage, to control for possible changes due to the stress of handling. Whole brains were removed, and hippocampi were dissected on ice, flash frozen, and stored at -80°C until RNA isolation.

### RNA isolation

RNA was isolated from frozen hippocampal samples stored at -80°C using the Monarch® RNA Total Isolation kit (NEB T2010S). Hippocampal tissue from the left hemisphere was used where possible, with right hippocampus used for 4 samples. Samples were homogenized frozen in 1X DNA/RNA Protection Reagent (NEB T2011L), then processed according to kit instructions including on-column DNase digestion. Samples were eluted in 50 μL of RNAse-free water and frozen at -80°C until submitted for sequencing.

### RNA-sequencing

Concentration and purity of RNA was determined using a Nanodrop One C (ThermoFisher) prior to sequencing. Library generation (Illumina TruSeq Stranded mRNA HT Library) and sequencing (NextSeq 75 –High Output) were performed by the Center for Genomics and Bioinformatics at Indiana University. A total of 17 RNA samples were submitted for sequencing representing the three treatment groups: 5 ET samples (2 females and 3 males), 6 PF samples (3 Females and 3 Males), 6 AD samples (3 Females and 3 Males).

### Quality control and genome mapping

The sequenced data consisted of a total of 51 paired-end sequence reads with three technical replicates for each of the 17 RNA samples. The raw read data was saved in FASTQ-format files where each sequence has approximately 22 million reads. Those reads were pre-processed using Fastp (version 0.23.2); an all-in-one multithreaded high-performance Quality control tool [36]. We employed the default parameters in Fastp where all sequence adapters were auto detected and trimmed. The reads were scanned with the sliding window of 4 and low-quality bases were filtered out if the quality per base drops below 15, where upto 40% of the bases are allowed to be unqualified. The minimum length to detect polyG in the read tail is 10. Furthermore, reads shorter than 15 or those with the number of N base is greater than 5 were discarded.

The resulted filtered reads (approximately 93%) were mapped against the Rattus norvegicus (mRatBN7.2) genome assembly. The read mapping process was performed using Bowtie2 (Version 2.4.2) on the Galaxy platform (https://usegalaxy.org/; version 2.0.1) using the default options [37]. Next, the FeatureCounts tool (part of the Subread package version 2.0.1) was used to quantify the number of reads mapping to the exons of each gene [38]. For a total number of 34322 genes, fragments (or templates) were counted instead of reads. The minimum mapping quality per read was 10 where reads were allowed to map to multiple features. The table resulted from the FeatureCounts tool followed the simplified annotation format (SAF) which contains the counted number of reads (fragments) mapped to each gene (Entrez gene identifiers).

### Differential gene expression analysis

The primary objective of these experiments was to detect transcripts showing differential expressions across various conditions. Among the statistical approaches that have been designed to solve this problem, the DESeq method has been proven to be efficient in finding genes that are differentially expressed between two conditions [39]. DESeq assumes the data follows a negative binomial distribution which best fits the read counts across biological replicates [40].

In this research, we utilized the rnaseqde() function within the *Bioinformatics Toolbox* in *Matlab* (R2022a). As it implements the DESeq method, the rnaseqde() function estimates the biological variance between two conditions using at least two replicates for each. The count data was averaged among the three technical replicates for each sample. The averaged reads were then stored as a table where the rows were labeled with gene identifiers and the columns were labeled with the samples. Prior to performing the hypothesis test, the function applies a normalization step (median-of-ratios) to account for differences in sequencing depth sequencing depth and library composition between samples.

The output of rnaseqde() function is a summary table that includes (for each gene) the mean normalized counts averaged over all samples from both conditions, the fold change in log2, the P-value from the hypothesis test, and the adjusted p-value calculated using a False discovery rate (FDR) method. By default, the function uses the linear step-up procedure introduced by Benjamini and Hochberg. In this study, genes that satisfied FDR adjusted P-value less than 0.01 and an absolute fold change above 1.5 were considered differentially expressed.

### Modifier gene characterization

Information about candidate genes and their human orthologues was gathered from a number of databases including Ratmine, OMIM, and NCBI, then verified through primary sources. Gene ontology categories were derived using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [41, 42]. Gene names and annotation symbols from RNA-seq were converted where possible to Entrez GeneIDs for analysis. This was done using DAVID for most genes, and the rest were identified individually through NCBI Gene (https://www.ncbi.nlm.nih.gov/gene/). Three genes (*LOC100362040*, *LOC100363531*, and *LOC100366054*) did not have current Entrez GeneIDs and were therefore excluded from analysis. Genes that were up (9) or down-regulated (341) in ET rats as compared to either PF or AD rats were included in this analysis. Results from default analyses are included in S12-S25 Tables in S2 File. Categories were considered significant if p < 0.05 after Benjamini multiple testing correction. Trending categories (p < 0.10 after Benjamini multiple testing correction) were included as well.

## Results

### Model characteristics

Using this model, dams consume on average 89.0 (± 8.24) mL (mean ± SD) of the ethanol diet. The ethanol dam used in the current study consumed an average of 88.0 mL of ethanol diet (range = 63–100 mL of ethanol diet), for an average of 5.9 mL of 95% ethanol consumed each night. The average (± SEM) BEC from this group of dams was 44.03 ± 7.21 (Range = 14.90–110.70). Using a similar exposure paradigm, Bodnar et al. (2022) reported BECs of 122.2 ± 26 mg/dL when blood samples were taken at 0700h [43]. Thus, the alcohol exposure here represents consumption in the low-moderate range.

Overall, there were few differences in body weights, with the exception that males weighed significantly more than females on PD 7 [F(1,24) = 4.60, p < 0.05]. No effects of sex or condition were evident at PD 14 or PD 21 (Table 1). There were no significant effects of condition on body weights at the time of tissue collection, although males weighed significantly more than females [F(1,17) = 53.12, p < 0.0001]. Overall, these data were consistent with expectations, with males weighing more than females and no effect of prenatal ethanol exposure.

### RNA-sequencing differentiates ethanol-fed from pair-fed rats

To determine the impact of moderate prenatal ethanol exposure on gene expression in adolescent rats, RNA was isolated from the hippocampus of rats aged 36–38 days. Three dietary groups were compared: the offspring of females were either fed a normal chow diet ad libitum (AD), a liquid diet containing ethanol (ET), or a comparable liquid diet without ethanol (PF). Three males and three females were sampled from each cohort, with the exception of the alcohol-fed litter where only two females were available. 

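The samples were 5 ET rats (3 males and 2 females), 6 PF rats (3 males and 3 females) and 6 AD rats (3 males and 3 females), and each diet group came from 1 litter. Pair-fed dams received the liquid diet without ethanol in the amount that ethanol dams consumed. The ethanol diet supplied 36% of calories as ethanol, and hippocampi were taken at 36 to 38 days of age. The left hippocampus was used except in 4 samples (1 ET, 2 PF and 1 AD). The authors mapped the reads to the rat genome mRatBN7.2 with Bowtie2 and counted fragments on the exons of 34322 genes with featureCounts, with a minimum mapping quality of 10 and with reads allowed to count for multiple features. They deposited the count of each gene averaged over 3 technical replicates of each sample, without normalization. Of the 34322 genes, 23963 had at least 1 count in a sample. Between 10853947 and 17498392 fragments were counted per sample, with a median of 13538433. The paper states about 22000000 reads per sequence file, and all values here rest on the counted fragments. The range was 10853947 to 15156341 in ET (median 13712719), 12245959 to 14094113 in PF (median 13618940) and 11392019 to 17498392 in AD (median 12764042). With these totals, 3 counts correspond to between 1.71e-05% and 2.76e-05% of a sample, and genes at or under 3 counts were treated as at the floor of detection. For each comparison the averaged counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM normalization, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p-value below 0.01 and an absolute log2 fold change above 1.5. Normalized counts are TMM-scaled counts per sample, fold changes are ET over PF unless stated, and each standard error (SE) of a log2 fold change is its absolute value divided by the square root of the F statistic. The paper used the DESeq method of Matlab in place of edgeR. As a check of the sex labels, the summed counts of the Y-linked genes Uty, Kdm5d, Eif2s3y and Ddx3 and the counts of LOC100911498, a gene expressed in females, matched the label in 15 libraries. In the AD library labelled male replicate 1, the Y-linked genes had 0 counts and LOC100911498 had 7541.3, and in the AD library labelled female replicate 2 they had 3352.0 and 1 counts. The fits that compare the sexes use ET and PF samples only, where every label matched.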

Differential gene expression analysis was used to compare all pairwise combinations (adjusted p-value <0.01, Log2Fold-change>1.5), although particular attention was paid to ethanol compared to pair-fed samples since environmental variables related to diet were controlled, with the primary difference being presence or absence of ethanol in the maternal diet (S1-S6 Tables in S2 File). 

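In the set of all 17 samples, 16088 genes had enough counts to be compared between ET (n = 5) and PF (n = 6). Of these, 344 had lower and 6 had higher expression in ET than in PF. Counted at an unadjusted p-value below 0.05 from the same test, 1341 genes were lower and 968 were higher in ET. ET and PF rats that share a replicate number in the labels are different animals, and the correlation of their deviations from the group means averaged 0.19 over 3 such pairs, from -0.10 to 0.62, against -0.03 over the other 17 pairs of an ET and a PF sample. With the replicate number as a block, in a fit of the 9 samples that carry a number, 3 of the numbers being shared, 171 genes were lower and 3 higher in ET. That fit left 2 residual degrees of freedom, and only samples with a shared number inform its diet difference, so the smaller count may reflect lost power. The count of lower genes moved most, to 112, when genes that overlap another annotated gene were left out. Genes not found in the annotation used for this were kept.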

Analysis identified 407 genes that were significantly downregulated upon prenatal exposure to ethanol, while 16 genes were upregulated as compared to PF rats (S1 Table in S2 File).

To determine whether biological sex has a significant impact on the expression of genes that respond to ethanol exposure, we compared expression profiles for males and females under each treatment condition as well as combined. In ET rats, 3 genes were significantly upregulated in males compared to females and 20 genes were upregulated in females compared to males (S5 Table in S2 File). 

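Between ET males (n = 3) and ET females (n = 2), 15924 genes were tested. Higher expression in males was found for 4 of them, the Y-linked genes Ddx3, Eif2s3y, Kdm5d and Uty, and in females for 0. At an unadjusted p-value below 0.05 the same test gave 146 genes higher in males and 66 higher in females. In each of the 3 fits that left out 1 male, 0 genes passed the threshold, and between 126 and 299 had an unadjusted p-value below 0.05. The Y-linked genes, with 0 counts in both ET females, did not pass it there either (adjusted p-values of 0.012 to 0.057 from edgeR's quasi-likelihood test), so these fits were too small to find even such differences. LOC100911498, with at most 0.3 counts in the ET males, had an adjusted p-value of 0.087 with all 5 ET samples, so the 0 genes higher in females also rest on few samples. In S5 Table, 20 genes have a negative fold change, and for all 20 the mean normalized count was higher in ET males than in ET females. The other 3 had a higher mean in females.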

In PF rats, 6 genes were significantly upregulated in males compared to females and 47 genes were significantly upregulated in females compared to males (S7 Table in S2 File). 

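Between PF males (n = 3) and PF females (n = 3), 4 of 16105 tested genes were higher in males, again Ddx3, Eif2s3y, Kdm5d and Uty, and 1 was higher in females. At an unadjusted p-value below 0.05 there were 170 and 122 genes. Of the genes listed for PF rats, 47 have a negative fold change in the paper's table, and all 47 had a higher mean normalized count in PF males than in PF females. The 6 with a positive fold change had a higher mean in females.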

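RT1-N2, a class 1 gene of the rat major histocompatibility complex, was either near the floor or well above it in each library. Its normalized count was 87.3 in ET replicate 4, a male, and 1.21 and 0 in the other ET males, and 0 and 0.912 in the 2 ET females. In PF it was 88.3, 96.5 and 80.3 in the 3 males and 155, 89.4 and 1.05 in the 3 females. For log2 counts of males against females, an exact permutation test (two-sided) gave p = 0.7 over the 10 splits of the ET samples and p = 0.9 over the 20 splits of the PF samples, where the smallest p these groups allow is 0.1, so the test could not pass 0.05. Between ET and PF in the 14 samples of the final analysis, the log2 fold change of RT1-N2 was -1.91 (SE 1.12), with an adjusted p-value of 0.62 from edgeR's quasi-likelihood test. How reads shared by RT1-N2 and similar class 1 genes were counted was not tested.

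**Figure D1:**
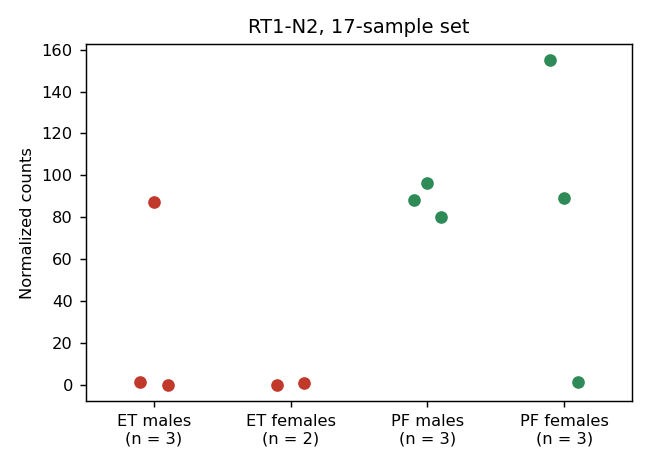
Normalized counts of RT1-N2 in each ET and PF sample of the 17-sample set, by diet and sex; each point is 1 rat. Among ET rats the only sample above the floor is a male at 87.3, and among PF females 1 of 3 is near 0.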

When these genes were collectively compared to those significantly altered in ET rats compared to PF rats, only one gene (*RT1-N2*) was found be affected by ethanol exposure (downregulated in ET rats) as well as differentially expressed between males and females (upregulated in females compared to males, only after exposure to ethanol). These results are supported by principle components analysis (PCA), which show that sex is not a primary factor segregating the samples (S1 Fig in S1 File). 

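In a principal components analysis of log2(CPM + 1), where CPM are counts scaled to equal library totals, over the 34322 genes and 17 samples, the mean distance between samples of different sex on the first 2 components was 0.923 times the mean distance between samples of the same sex (exact permutation test, one-sided, p = 0.866). Over ET and PF samples alone, where the labels match the sex-linked genes, the ratio was 0.904 (p = 0.768 by the same exact test).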

Considering this, we elected to continue with our analysis by pooling male and female samples under the same environmental conditions as conducted in previous studies [30].

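The first principal component held 34.1% of the variance of the 17 samples and the second 19.5%. On these components the mean distance between samples of different diet groups was 2.04 times that between samples of the same group (exact permutation test over all 5717712 assignments, one-sided, p = 0.000133). With counts as deposited and not log transformed, the ratio was 1.05 (p = 0.24 by the same exact test).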

PCA did show clustering of samples from the same environmental conditions (Fig 1A). The most distantly separated clusters do appear to be ET and PF groups, with AD samples appearing to bridge the gap between these two. This is consistent with previously published data, which has demonstrated differences in gene expression between PF and AD controls [30, 44]. This clustering lends further support to the primary focus on PF and ET conditions, since these are not only the most directly comparable with regards to environmental conditions, but also appear to be the most differentiated in terms of gene expression.

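On the log scale, the PF samples lay at 25.8 to 32.3 on the first component, and the ET and AD samples together at -20.8 to -10.6. The ratio of distances between to within groups was 2.55 for ET and PF and 2.61 for PF and AD (exact permutation test, p = 0.00216 for each, the smallest these group sizes allow). For ET and AD it was 0.913 (exact permutation test, p = 0.6), so ET and AD samples were not separated on these components. With untransformed counts the ratio was 1.31 for ET and PF (p = 0.0281), 0.974 for PF and AD (p = 0.519) and 0.934 for ET and AD (p = 0.684), each by the same exact test.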

**Fig 1:**
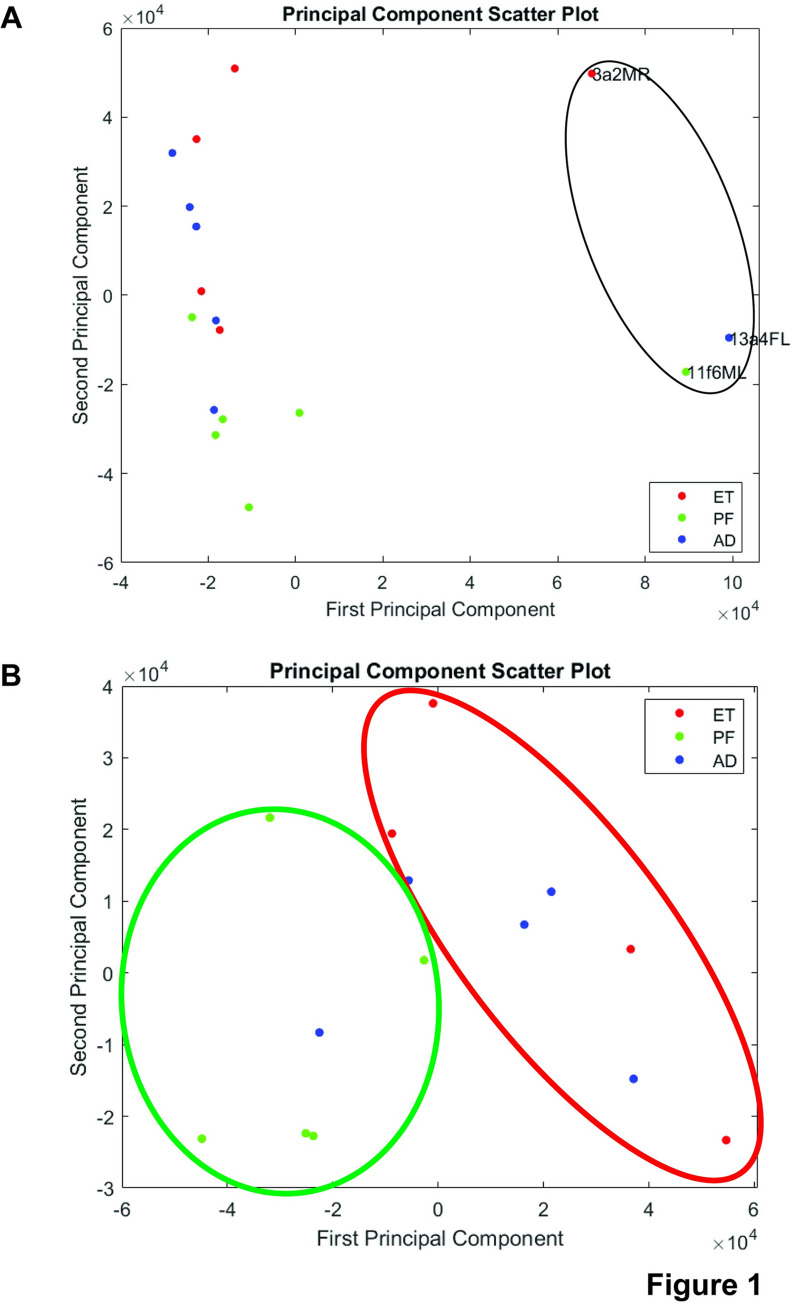
Feeding condition is a primary distinguishing factor in differential gene expression between ethanol-fed and pair-fed mice. **A.** Principle components analysis was performed on all 17 RNA-seq samples (first and second principle components). Ethanol exposure samples (ET) are marked in red, pair-fed control samples (PF) are marked in green, and ad libitum-fed control samples (AD) are marked in blue. ET and PF samples primarily segregate along the second principle component, with AD samples segregating between ET and PF. Three outlier samples, one from each group, segregate along the first principle component and are identified by a black circle. **B.** Principle components analysis was performed on all 14 RNA-seq samples after exclusion of the outlier samples marked above (first and second principle components). Ethanol exposure samples (ET) are marked in red (circled in red), pair-fed control samples (PF) are marked in green (circled in green), and ad libitum-fed control samples (AD) are marked in blue. ET and PF samples still segregate, now along both the first and second principle components, with AD samples segregating between ET and PF.

Additionally, PCA highlighted three potential outlier samples, one from each treatment group. These three samples were separated from the rest of the samples along the first principle component (Fig 1A). 

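The samples left out were ET replicate 2, AD replicate 4 and PF animal 11f6. With untransformed counts they lay at -72181.5, -94645.9 and -90307.9 on the first component, which held 55% of the variance, while the other 14 lay between -9836.6 and 98729.1. On the log scale they stood apart on the second component instead, at 34.5, 32.4 and 32.7, with the other samples between -17.3 and 4.44. The gene with the largest weight on the first component of untransformed counts was Ttr, at 36.7% of the squared weights. Its normalized count was 87664.7, 112974.2 and 100892.9 in the 3 samples, and at most 14511.0 in any other. The totals of the 3 samples, 10853947, 11970425 and 12245959 fragments, were each the lowest or second lowest of their group.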

To ensure these outlier points did not have undue influence on the results, we removed them from all further analysis. 

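With those 3 samples left out, ET (n = 4) and PF (n = 5) were compared over 16068 genes. Expression was lower in ET for 343 genes and higher for 6, which were Nqo2, Slc39a12, Tcam1, Tnnt1, Zfp40 and Zfp458. In the 9 fits that each left out 1 sample, Nqo2 and Tcam1 passed the threshold in 9, Zfp40 in 8, Slc39a12 and Zfp458 in 1 each and Tnnt1 in 0. At an unadjusted p-value below 0.05, 1158 genes were lower and 759 higher. Deviations of same-numbered ET and PF samples correlated at 0.31 on average (2 pairs, -0.01 and 0.64), against -0.05 over the other 14 pairs. With the replicate number as a block, 194 genes were lower and 3 higher in ET. That fit had 8 samples, 2 shared numbers and 1 residual degree of freedom. Only the samples with a shared number, all females, inform its diet difference, so the smaller count may reflect lost power. The higher genes numbered 10 when the technical replicates were summed in place of averaged, and 17 when the threshold was an absolute fold change of 1.5 in place of a log2 fold change of 1.5.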

14 total samples (5 AD, 4 ET, and 5 PF) were compared in the final analysis, in which 393 genes were downregulated upon prenatal exposure to ethanol and 22 genes were upregulated. 

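Over the 14 samples, the first component held 40.4% and the second 18.8% of the variance. Distances between diet groups were 2.15 times those within them (exact permutation test over all 252252 assignments, one-sided, p = 0.000587). The ratio was 2.64 for ET and PF, 3.08 for PF and AD (exact permutation test, p = 0.00794 for each, the smallest these group sizes allow) and 0.924 for ET and AD (p = 0.556 by the same exact test). On untransformed counts the ratio over all diet groups was 1.17 (exact permutation test, p = 0.0557). For ET and PF it was 1.78 (p = 0.00794, again the smallest possible), for PF and AD 1.11 (p = 0.119) and for ET and AD 0.926 (p = 0.714), each by the exact test.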

New PCA demonstrated that environmental condition was still a primary determinant of clustering even after removal of these samples (Fig 1B). While segregation does not occur distinctly along either PC1 or PC2 individually, the groups are visibly clustered in distinct locations on the plot. Furthermore, 96% of these genes are shared with the original list, indicating that removing the outlier samples does not substantially change the overall results (S7-S9 Tables in S2 File).

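Of the 349 genes that passed the threshold with 14 samples, 341 (97.7%) also passed it in the same direction with 17 samples, 336 of them lower and 5 higher in ET. Among the genes higher in ET, Nqo2 had 72.9 normalized counts in PF animal 11f6 and at most 29.5 in the other PF samples, and its adjusted p-value in edgeR's quasi-likelihood test was 3.6e-05 without and 0.031 with the left-out samples.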

ET and PF samples were also compared between male samples and female samples independently to confirm the lack of impact of biological sex on results (S10 and S11 Tables in S2 File). For males, this included 4 total samples (2 PF and 2 ET) in which 270 genes were downregulated upon prenatal exposure to ethanol and 25 genes were upregulated (S10 Table in S2 File). 

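In males (2 ET and 2 PF), 16089 genes were tested, and 186 were lower and 4 higher in ET. At an unadjusted p-value below 0.05 there were 794 and 413. With no filter on low counts, 5 genes were lower and 0 higher, with 1023 and 387 at an unadjusted p-value below 0.05. With all male samples of the 17-sample set, 291 were lower.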

For females, this included 5 total samples (3 PF and 2 ET) in which 263 genes were downregulated and 25 genes were upregulated (S11 Table in S2 File). 

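In females (2 ET and 3 PF), 216 of 16262 genes were lower in ET and 0 were higher, while 828 and 431 were at an unadjusted p-value below 0.05. In the 3 fits that each left out 1 PF female, between 16 and 62 genes were lower. With the replicate number as a block, 4 genes were higher in ET, in a fit with 1 residual degree of freedom.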

When these lists were compared with genes altered when male and female samples were compared, we found that there was a high degree of overlap (S2 Fig in S1 File). 221 genes were shared from all three comparisons in downregulated genes (56% of compiled comparison, 82% of male comparison, and 84% of female comparison). 

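In the present comparisons, 163 genes were lower in ET in the pooled, the male and the female samples, and these were all the genes shared by the male and female lists.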

Very few downregulated genes are unique to male (11/270) or female (9/263) comparisons. 

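Only the male list held 5 of the lower genes and only the female list 4.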

7 genes (*TNNT1*, *SHOX2*, *WNT9B*, *IFIT1*, *SLC39A12*, *NQO2*, *TCAM1*) were shared from all three comparisons in upregulated genes (32% of compiled comparison, 28% of male comparison, and 28% of female comparison). Similarly, very few upregulated genes are unique to male (3/25) or female (1/25) comparisons. 

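The pooled, male and female lists shared 0 genes higher in ET. For Nqo2 the log2 fold change was 1.50 in males and 1.75 in females, with adjusted p-values of 0.046 and 0.015 from edgeR's quasi-likelihood test. Tcam1 had 2.98 and 2.79 (adjusted p-values 0.055 and 0.054), and Slc39a12 had 3.82 and 2.88 (0.00034 and 0.45). In females, 1 of 2 ET samples had Slc39a12 at 34.3 normalized counts, within the PF range of 33.3 to 38.3. Ifit1 was at 14.6 and 16.3 normalized counts in the 2 ET males and at 0 and 19.1 in the 2 ET females, and at most 0.981 in any PF sample. Tnnt1 had log2 fold changes of 0.90 in males and 2.15 in females (adjusted p-values 0.41 and 0.053). Wnt9b had too few counts to be tested in males, and a log2 fold change of 1.96 in females (adjusted p = 0.66). For Shox2, ET samples ranged from 2.02 to 99.4 normalized counts.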

The high degree of overlap supports compilation of the samples, as the differentially regulated genes in this study do not appear to be strongly influenced by biological sex. Furthermore, compiling samples and increasing biological replicate number uncovers additional genes (101 downregulated, 6 upregulated), suggesting that it increases the sensitivity and power of the study.

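The difference between the sexes in the effect of diet was tested directly with a sex by diet interaction in ET and PF samples over 16484 genes. These were 2 males and 2 females of ET and 2 males and 3 females of PF. Between the 2 males and 2 females of ET, the Y-linked genes did not pass the threshold (adjusted p-values of 0.029 to 0.041 from edgeR's quasi-likelihood test). With groups so small, finding no gene would not exclude an interaction. At an adjusted p-value below 0.01, 0 genes had an interaction, the smallest adjusted p-value was 1 in edgeR's quasi-likelihood test, and 231 genes had an unadjusted p-value below 0.05.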

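The pooled comparison held 113 lower and 4 higher genes that were in neither the male nor the female list.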

### Genes involved in immunity and cell adhesion are altered after prenatal alcohol exposure

Differential gene expression analysis of the 14 samples remaining after filtering revealed 393 genes that were significantly downregulated upon prenatal exposure to ethanol compared to PF controls, while 22 genes were upregulated (Fig 2A, S7 Table in S2 File). 

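Among the genes lower in ET, 337 had every PF sample above every ET and AD sample. They were selected for higher counts in PF than in ET in these samples, so the share of 0.05% that chance gives for genes not selected is no comparison for them. The largest fold change of the Fig 3 genes was that of Fam166a, at 2.42 ± 1.26 normalized counts in ET (SD, n = 4) and 462 ± 27.3 in PF (n = 5), a log2 fold change of -7.51 (SE 0.17, adjusted p = 1.7e-09 from edgeR's quasi-likelihood test). Mybph had 4.03 ± 2.18 and 322 ± 48.9, a log2 fold change of -6.26 (SE 0.24, adjusted p = 5.1e-08). Rn45s, which codes for ribosomal RNA, had 14.2 ± 12.6 and 530 ± 161, a log2 fold change of -5.23 (SE 0.46, adjusted p = 2.7e-05). Of the genes lower in ET, 110 were left when genes overlapping another gene in the annotation of the rat assembly GRCr8 were not counted. Genes not found in that annotation were kept, so the 110 are not all known to be free of overlap. Of the 302 genes that were also higher in PF than in AD, 232 were found in it, and 199 of those overlapped another gene.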

Compared to the AD controls, 410 genes were significantly downregulated upon prenatal exposure to ethanol, while 79 genes were upregulated (Fig 2B, S8 Table in S2 File). 

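Between ET (n = 4) and AD (n = 5), 15749 genes were tested. Expression was lower in ET for 2 genes, Akr1b10 and Mx2, and higher for 0. At an unadjusted p-value below 0.05, 181 were lower and 251 higher. Akr1b10 had 113 ± 15.4 normalized counts in ET and 395 ± 31.7 in AD (SD), a log2 fold change of -1.81 (SE 0.10, adjusted p = 7.9e-05 from edgeR's quasi-likelihood test). Mx2 had 59.6 ± 11.3 and 352 ± 58.8, a log2 fold change of -2.56 (SE 0.16, adjusted p = 0.00013). Between PF and AD (n = 5 each), 323 of 15960 genes were higher and 4 lower in PF. S8 and S9 Tables, for ET and AD and for PF and AD, list the same 489 genes, with the same p-values and fold changes of opposite sign.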

Of these genes, 347 are downregulated in comparison to both PF and AD controls, while 16 are upregulated in comparison to both (S7 and S8 Tables in S2 File). 

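Of the 343 genes lower in ET than in PF, 2 were also lower in ET than in AD, and 0 of the 6 higher genes were also higher. Only 88 of the 343 had enough counts in ET and AD samples to be tested there, and 84 of those had an absolute log2 fold change below 1. The mean of AD was nearer to that of ET than to that of PF on the log2 scale for 338 of the 343, and 302 of them were higher in PF than in AD.

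**Figure D2:**
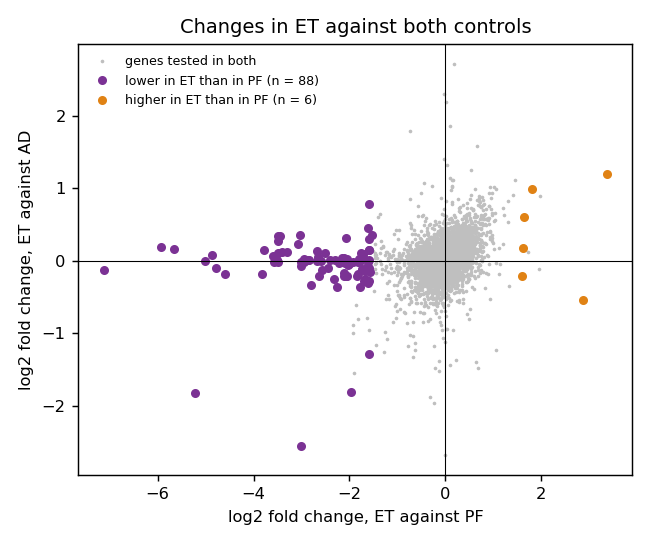
Log2 fold change of each gene in ET against AD (vertical axis) plotted on its log2 fold change in ET against PF (horizontal axis), 14 samples; grey points are genes tested in both comparisons, purple points the 88 tested genes lower in ET than in PF and orange points the 6 higher. Most purple points lie near 0 on the vertical axis.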

The overlap in effect is emphasized in a heat map for the top 10 up and down-regulated genes (ET vs. PF) with annotations as determined by lowest p-value (Fig 3). 

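The 10 downregulated genes of Fig 3 had log2 fold changes between -7.51 and -3.48 in ET against PF, and all 10 passed the threshold. They were all higher in PF than in AD as well. Between ET and AD, 8 of the 10 had enough counts to be tested, their log2 fold changes lay between -1.83 and 0.14, and 0 passed the threshold (smallest adjusted p-value 1 in edgeR's quasi-likelihood test, 1 gene at an unadjusted p-value below 0.05). Adjusted over this list alone, 10 passed the threshold against PF and 0 against AD; the list is the paper's own calls on these samples, so this shows no stability.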

All ten most downregulated genes share a significant effect for ET compared to PF or AD. 

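Among the 10 upregulated genes of Fig 3, Nqo2, Tcam1, Zfp458, Zfp40 and Slc39a12 passed the threshold in ET against PF, and 0 of the 8 that could be tested passed it in ET against AD, with 1 at an unadjusted p-value below 0.05. Adjusted over these genes alone, 6 passed it against PF and 0 against AD, which again shows no stability since the list is the paper's own. Slc39a12 had 362 ± 220 normalized counts in ET, 34.7 ± 2.93 in PF and 160 ± 117 in AD (SD), a log2 fold change of 3.38 (SE 0.59, adjusted p = 0.0058) against PF and 1.19 (SE 0.73, adjusted p = 1) against AD, each from edgeR's quasi-likelihood test. One ET sample, replicate 1, had 34.3. Nqo2 had 74.3 ± 9.56, 23.8 ± 4.37 and 48.7 ± 5.2, and its log2 fold change against AD was 0.61 (SE 0.12, adjusted p = 0.44). Npsr1 and Clec3a had log2 fold changes of 1.96 (SE 0.40, adjusted p = 0.016) and 1.72 (SE 0.83, adjusted p = 0.47) against PF, and of -0.11 and 0.12 against AD. Calcr and Shox2 were at the floor in the PF samples of the 14, and ET means were at least 5.8-fold and 11.3-fold higher. For Calcr this rests on ET replicate 3, at 63.8 normalized counts, with 0 to 2.91 in the other ET samples of the 14. Shox2 ranged from 2.02 to 99.4 in ET. The left-out PF sample had 38.6 of Calcr and 93.3 of Shox2. With no filter on low counts, the adjusted p-values against PF were 0.3 and 0.066 from edgeR's quasi-likelihood test.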

Seven of the ten most upregulated genes share a significant effect for ET compared to PF or AD, while three (*ZFP40*, *ZFP458*, and *IFIT1*) are only significantly altered in ET as compared to PF samples. 

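Zfp458 had 318 ± 142 normalized counts in ET, 90.6 ± 6.84 in PF and 160 ± 155 in AD (SD, n = 4, 5 and 5), a log2 fold change of 1.81 (SE 0.32, adjusted p = 0.0061) against PF and 0.99 (SE 0.55, adjusted p = 1) against AD, both from edgeR's quasi-likelihood test. Zfp40 had 804 ± 316, 263 ± 27 and 714 ± 231, a log2 fold change of 1.61 (SE 0.22, adjusted p = 0.00092) against PF and 0.17 (SE 0.28, adjusted p = 1) against AD.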

Of these three, *ZFP458* and *IFIT1* both trend toward upregulation in ET as compared to AD samples. Taken together, these analyses suggest that the impact of ethanol feeding is consistent whether comparing to either PF or AD controls.

**Fig 2:**
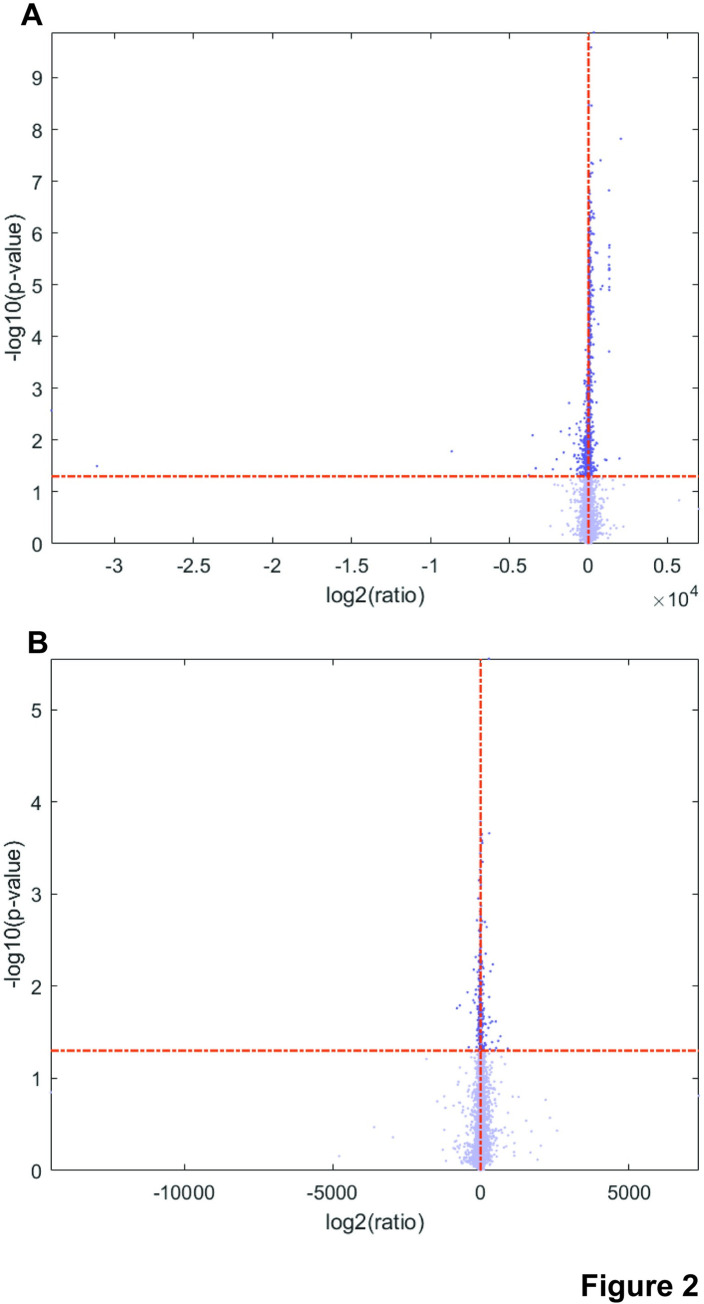
Ethanol exposure significantly alters expression of many genes as compared to pair-fed and ad libitum fed controls. **A.** A volcano plot was generated from data in S7 Table in S2 File comparing ET rats to control PF rats. Log2 of the ratio of PF/ET is reported along the X-axis, and the log10 of the adjusted p-value for each change is reported along the Y-axis. Cut-offs for significance were set at an absolute value for Log2FC>1.5 and adjusted p-value of <0.01. These cut-offs are indicated as dotted lines on the plot. In total, 393 genes were significantly downregulated and 22 genes were significantly upregulated in ET rats compared to PF controls. **B.** A volcano plot was generated from data in S8 Table in S2 File comparing ET rats to control AD rats. Log2 of the ratio of AD/ET is reported along the X-axis, and the log10 of the adjusted p-value for each change is reported along the Y-axis. Cut-offs for significance were set at an absolute value for Log2FC>1.5 and adjusted p-value of <0.01. These cut-offs are indicated as dotted lines on the plot. In total, 347 genes were significantly downregulated and 16 genes were significantly upregulated in ET rats compared to AD controls.

**Fig 3:**
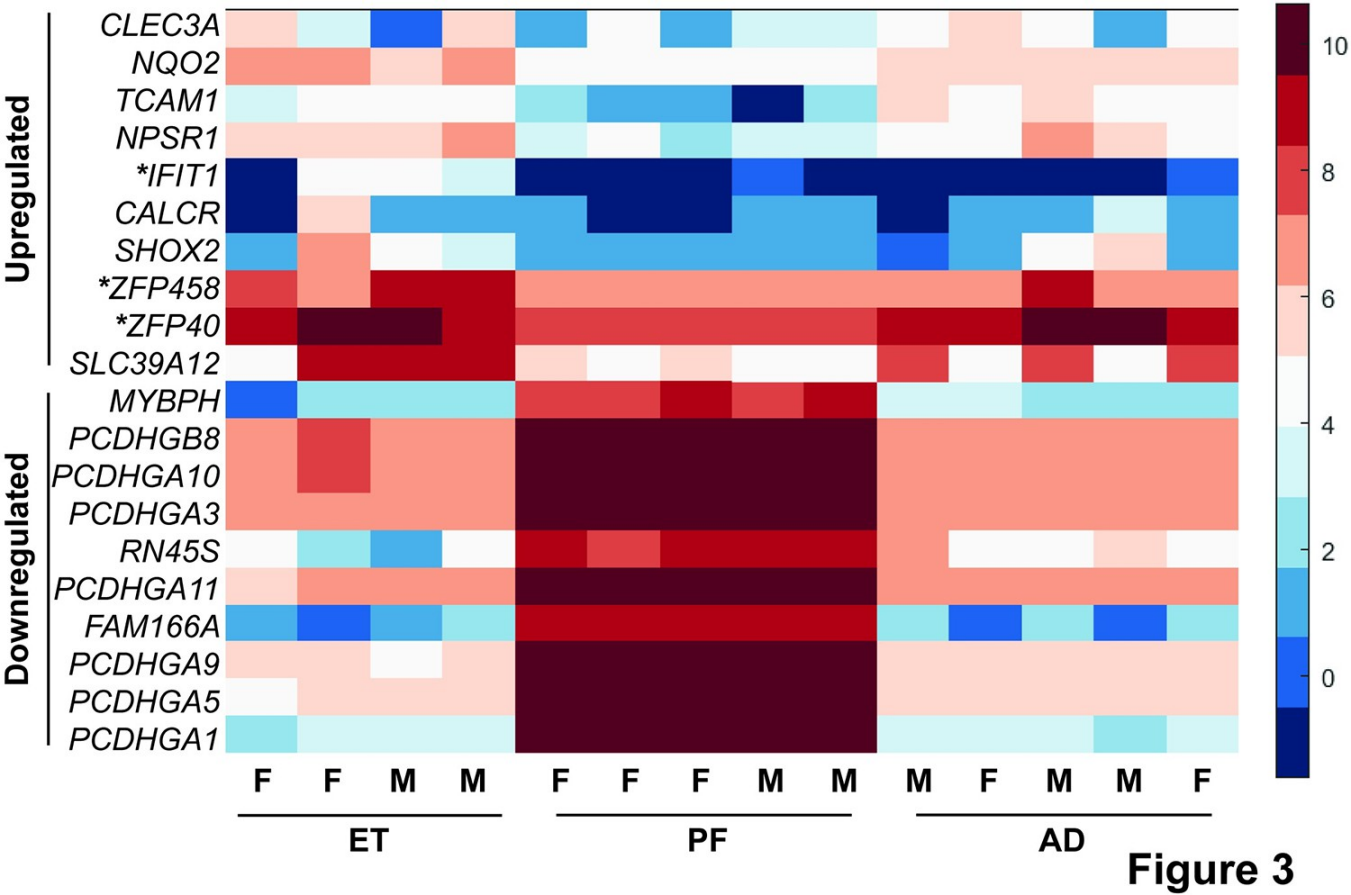
Top candidate genes differentially expressed in ET rats as compared to PF rats. A heat map was generated for the top 10 genes with annotations that were differentially expressed in ET rats compared to PF rats as determined by lowest p-value. Unannotated genes are defined as any with a location/annotation symbol only, and without an alternate gene name/function assigned. Individual samples for each group are shown as columns along the X-axis, with the expression of each gene in rows along the Y-axis. Male samples are marked as “M” with female samples marked as “F.” All ten downregulated genes are significantly changed in ET as compared to both PF and AD samples. Seven out of ten upregulated genes are significantly changed as compared to both PF and AD samples. Genes that are significantly altered in ET only as compared to PF samples are marked with an *. Blue indicates low relative expression, while red indicates high relative expression (see key, log2(normalized read counts)).

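Pcdhga1, a protocadherin gamma subfamily A gene, had 9.29 ± 2.85 normalized counts in ET (SD, n = 4), 1331.0 ± 112 in PF (n = 5) and 10.3 ± 3.41 in AD (n = 5). Its log2 fold change was -7.13 in ET against PF (SE 0.14, adjusted p = 8.1e-10 from edgeR's quasi-likelihood test) and -0.13 in ET against AD (SE 0.29, adjusted p = 1). Pcdhga5 and Pcdhga9 had 42.1 ± 10.8 and 46.4 ± 18 normalized counts in ET, 1364.7 ± 113 and 1373.3 ± 112 in PF, and 42.4 ± 5.08 and 43.9 ± 5.83 in AD. Over the 12 protocadherin gamma genes lower in ET, the log2 fold change ranged from -7.13 to -2.57 against PF, with adjusted p-values of at most 8.1e-07, and from -0.13 to 0.34 against AD. These genes share exons, and the authors' counting let a read count for multiple features.

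**Figure D3:**
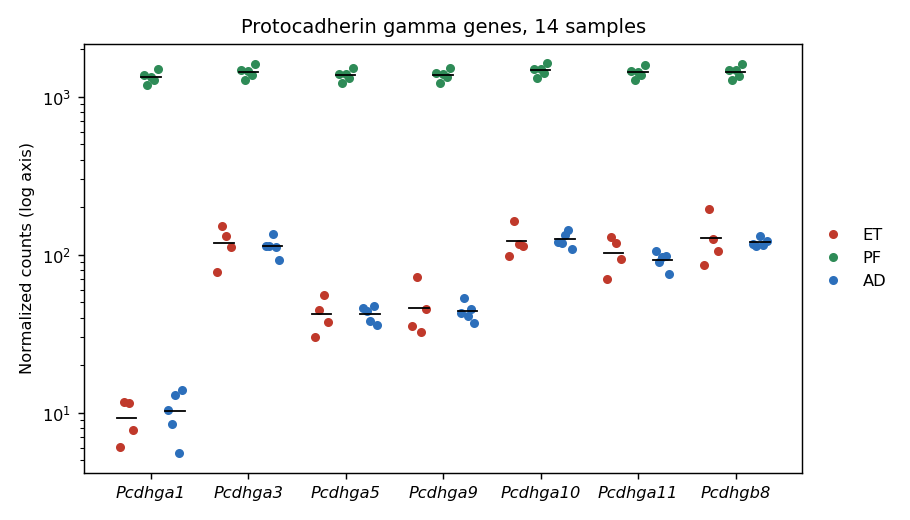
Normalized counts (log axis) of the 7 protocadherin gamma genes of Fig 3 in the 14 samples; each point is 1 rat (ET red, PF green, AD blue) and black lines are group means. The PF samples lie between 1183.4 and 1622.0, and ET and AD samples overlap for every gene.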

Of the top ten most downregulated genes with functional annotation, seven belong to the protocadherin gamma subfamily A group of genes (Fig 3). The *PCDHGA* family of genes are encoded in a cluster and function in neuronal cell adhesion, particularly in the CNS, where they may play a role in the regulation of the blood-brain barrier [45]. This is complemented by other cell adhesion genes that are upregulated in response to ethanol exposure, such as *TCAM1*. 

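Tcam1 had 19.3 ± 5.43 normalized counts in ET (SD, n = 4), 2.54 ± 1.27 in PF (n = 5) and 28.4 ± 7.72 in AD (n = 5). The log2 fold change was 2.87 in ET against PF (SE 0.33, adjusted p = 0.00024 from edgeR's quasi-likelihood test) and -0.54 in ET against AD (SE 0.26, adjusted p = 1). Between PF and AD it was -3.41 (adjusted p = 1.6e-05).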

The identification of cell adhesion in particular serves to validate our study, as previous work has demonstrated that PAE can alter cell-cell interactions through changes in cadherin expression during development [46]. Changes in expression of these genes suggest that prenatal ethanol exposure may lead to changes in neuronal connectivity that persist well past fetal development into adolescence.

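Outside the protocadherin gamma cluster, 52 cadherin and protocadherin genes were tested, and 0 passed the threshold as lower in ET than in PF, with 3 lower at an unadjusted p-value below 0.05. With no filter on low counts, 1 of 55 was lower. This was Cdh23, which sat at the fold change cut in the main setting. It had 40.1 ± 9.29 normalized counts in ET (SD, n = 4) and 114 ± 8.3 in PF (n = 5). Its log2 fold change was -1.50 (adjusted p = 4.8e-05 from edgeR's quasi-likelihood test). Cdh23 also passed with sums of the technical replicates, with an absolute fold change above 1.5 and in some fits that left out a replicate. From the lower protocadherin gamma counts and the higher counts of other cell adhesion genes in ET than in PF, the paper proposes a lasting effect of prenatal ethanol on how neurons connect.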

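Ifit1 had 12.5 ± 8.55 normalized counts in ET (SD, n = 4) and 0.383 ± 0.524 in PF (n = 5). All PF samples were at the floor, and the mean of ET was at least 4.17-fold higher. Its counts were too low in ET and PF to pass the filter. With no filter on low counts, its adjusted p-value was 0.016 in edgeR's quasi-likelihood test, above the threshold of 0.01.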

Another interesting gene found to be upregulated in ET rats as compared to PF rats is *IFIT1*, a conserved antiviral gene activated upon interferon signaling and commonly found to be upregulated in response to viral infection (Fig 3, S7 Table in S2 File) [47]. This gene also appears to be upregulated in ET rats as compared to AD, although this change is not significant (Fig 3, S8 Table in S2 File). It is well known that alcohol exposure alters the neuroimmune response [48]. Thus, it is not surprising that our analysis identified several genes associated with immunity to be altered following PAE (S7 Table in S2 File).

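In AD, Ifit1 had 0.424 ± 0.586 normalized counts (SD, n = 5), with all samples at the floor, and the mean of ET was again at least 4.17-fold higher. ET replicate 1 had 0 counts, so the higher mean came from 3 of 4 ET samples.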

### Cell adhesion and toxin metabolismare all downregulated after prenatal alcohol exposure

To determine if there are any pathways or processes that are significantly altered in ET rats as compared to both PF and AD control rats when taking into account the entire gene list and not only the top candidates, we performed gene ontology analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [41, 42]. Genes that were upregulated (9) or downregulated (344) in ET rats as compared to both PF and AD controls were included in the analysis. 

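The present comparisons gave 2 genes lower and 0 genes higher in ET than in both controls, as against 302 that were higher in PF than in both ET and AD.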

Gene names were converted to Entrez gene IDs for analysis. *LOC100362040*, *LOC100366054*, and *LOC100363531* do not have current Entrez gene IDs and therefore were excluded from this analysis for a total of 341 downregulated genes. No significant categories were identified in any analysis for genes upregulated in ET compared to PF rats (S12 Table in S2 File), likely due to the small number of significant genes identified.

We did observe, however a number of categories across analyses that were enriched in genes downregulated in ET versus both PF and AD control rats (Table 2, S13-S25 Tables in S2 File). We pooled our results across multiple analyses of biological process, molecular function, pathway enrichment, and protein domains for further investigation (Table 2). Of particular interest was enrichment for cell adhesion and cadherin genes (GO:0007156; KW-0130, IPR013164, IPR020894, IPR002126, IPR015919, Cadherin, SM00112:CA, KW-0812, KW-0325), glucuronidation (GO:0052696, GO:0052697, rno00040, KW-0325), and toxin metabolism (rno00982, rno00980, rno05204, rno00983, rno05207) (Table 2, S13-S25 Tables in S2 File). 

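Of 15 tested protocadherin gamma genes, 12 were lower in ET than in PF, where 0.32 would follow from the share among all tested genes. The genes share exons and their counts move together, so no p-value that counts them as independent is given. Of the 12, 0 were lower in ET than in AD, with 0 at an unadjusted p-value below 0.05, and all 12 were higher in PF than in AD. Under the replicate block, the same number of protocadherin gamma genes, 12 of 15, was lower in ET than in PF.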

In all of these, multiple categories were identified through differing analyses, strengthening their association in this study. The further validation of cell adhesion as responding to PAE once more serves to validate our study [46]. Our work supports these conclusions and furthermore indicates that they persist long after initial alcohol exposure, continuing into adolescence. Genes in the highlighted GO categories that achieved statistical significance were compiled into a comprehensive list of 51genes (Fig 4 and S2 Fig in S1 File). 

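Of the 51 genes of Fig 4, 46 were lower in ET than in PF, and 0 of the 23 that could be tested against AD were lower in ET there, with 0 at an unadjusted p-value below 0.05. The counts were also 46 and 0 when adjusted over the genes of the figure alone. These genes are the paper's own calls on these samples, so this shows no stability. Among the 12 protocadherin gamma genes, the mean in ET ranged from 9.29 to 265 normalized counts, and the mean in PF from 1331.0 to 1575.2. The difference between the PF and ET means was between 1304.1 and 1343.4 normalized counts for each of the 12.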

Of particular note are the *PCDHG* cell adhesion genes (12 of the 51 GO highlighted genes), as well as the UDP-glucuronosyltransferases (*UGT*) (3 of the 51 GO highlighted genes) (Fig 4 and S2 Fig in S1 File). We note the similar changed that are found in genes of the same category for each of the highlighted genes, lending greater support to the importance of each highlighted process in the response to ethanol exposure.

**Fig 4:**
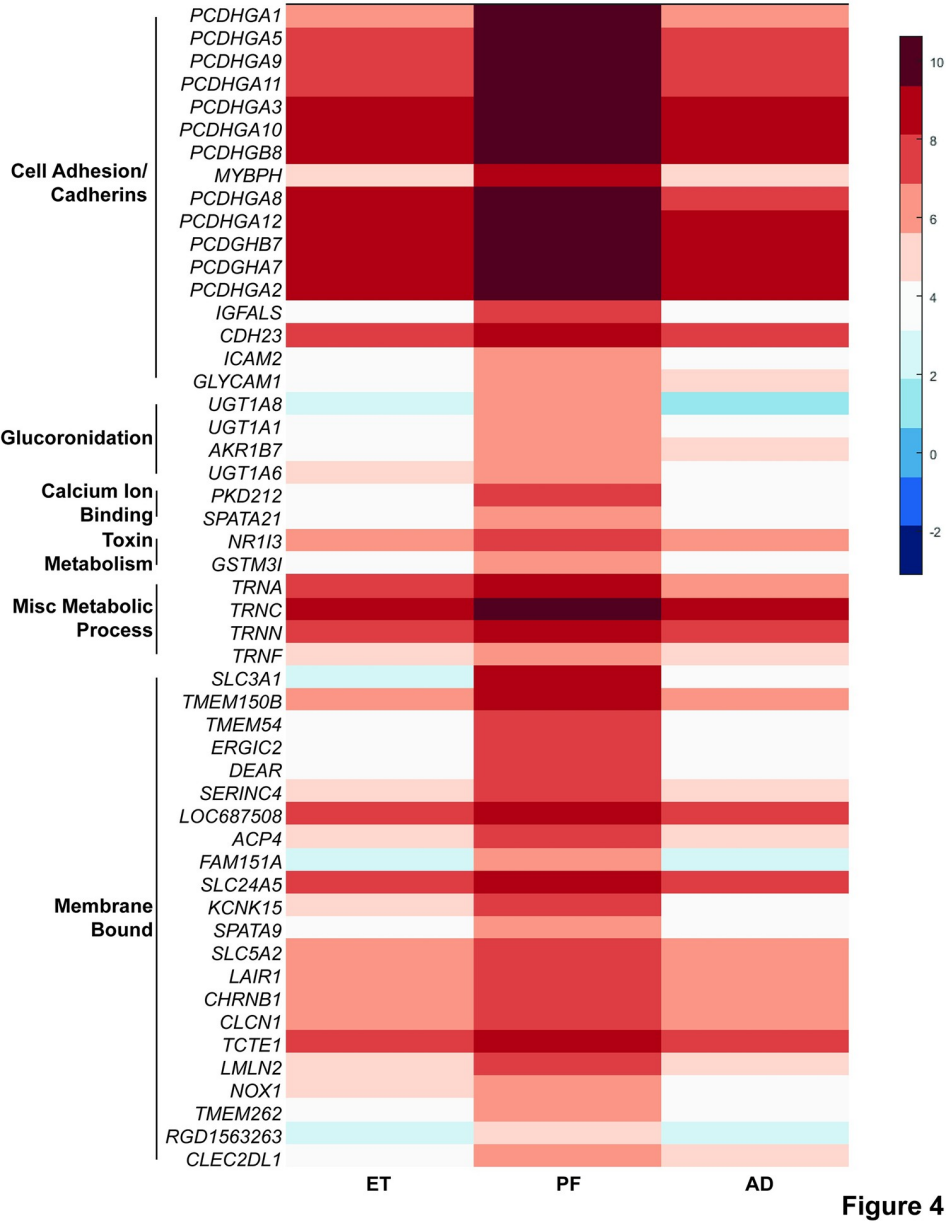
Genes from highlighted GO categories that are differentially expressed in ET rats as compared to PF rats. A heat map was generated for the 51 genes that were differentially expressed in ET rats compared to both PF and AD rats and were found in the significant GO categories from Table 2. Treatment categories are shown along the X-axis, with the average expression of each gene for that group in rows along the Y-axis. Represented process is labeled on the Y-axis. Blue indicates low relative expression, while red indicates high relative expression (see key, average log2(normalized read counts) across all individuals in a group).

**Table 2:** Processes enriched by GO ontology. General processes highlighted by significant GO categories enriched in genes downregulated in ET rats compared to both control groups (S12-S25 Tables in S2 File). # of List Genes indicates the number of genes from the candidate list that are found in the category. # of Category genes indicates the total number of genes in that category for the genome. Enrichment scores indicate the degree to which the category is represented in the list as compared to the entire genome. P-values reflect the Benjamini corrected values.

Process of interest	GO Categories	# List genes	# Category genes	Genes	Enrichment	P-value
**Cadherins and Cell Adhesion**	IPR013164: Cadherin, N-terminal	12	54	*PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA7*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *PCDHGA12*, *PCDHGA5*, *PCDHGA2*, *PCDHGA8*, *PCDHGB7*	47.03	1.57E-13
	SM00112: CA	13	103	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	28.44	2.97E-13
	IPR020894: Cadherin conserved site	13	98	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	28.07	2.34E-12
	IPR002126: Cadherin	13	105	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	26.20	3.46E-12
	IPR015919: Cadherin-like	13	107	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	25.71	3.46E-12
	DOMAIN: Cadherin	13	107	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	27.58	6.93E-12
	KW-0130: Cell adhesion	17	304	*PCDHGA7*, *MYBPH*, *GLYCAM1*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *IGFALS*, *CDH23*, *PCDHGA12*, *ICAM2*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	9.69	9.42E-11
	GO:0007156: homophilic cell adhesion via plasma membrane adhesion molecules	13	155	*PCDHGA7*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	18.55	1.86E-09
**Glucuronidation**	rno00040: Pentose and glucuronate interconversions	4	35	*AKR1B7*, *UGT1A6*, *UGT1A1*, *UGT1A8*	34.95	1.15E-02
	GO:0052696: flavonoid glucuronidation	3	8	*UGT1A6*, *UGT1A1*, *UGT1A8*	82.92	9.71E-02
	GO:0052697: xenobiotic glucuronidation	3	9	*UGT1A6*, *UGT1A1*, *UGT1A8*	73.71	9.71E-02
**Toxin Response**	rno00982: Drug metabolism—cytochrome P450	4	73	*UGT1A6*, *UGT1A1*, *GSTM3I*, *UGT1A8*	16.76	2.26E-02
	rno00980: Metabolism of xenobiotics by cytochrome P450	4	76	*UGT1A6*, *UGT1A1*, *GSTM3I*, *UGT1A8*	16.10	2.26E-02
	rno05204: Chemical carcinogenesis—DNA adducts	4	76	*UGT1A6*, *UGT1A1*, *GSTM3I*, *UGT1A8*	16.10	2.26E-02
	rno00983: Drug metabolism—other enzymes	4	97	*UGT1A6*, *UGT1A1*, *GSTM3I*, *UGT1A8*	12.61	3.75E-02
	rno05207: Chemical carcinogenesis—receptor activation	5	228	*NR1I3*, *UGT1A6*, *UGT1A1*, *GSTM3I*, *UGT1A8*	6.71	4.47E-02
**Calcium ion binding**	GO:0005509: calcium ion binding	15	704	*SPATA21*, *PCDHGA7*, *PD2I2*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *PCDHGA11*, *PCDHGA10*, *PCDHGA1*, *CDH23*, *PCDHGA12*, *PCDHGA5*, *PCDHGA8*, *PCDHGA2*, *PCDHGB7*	5.05	1.40E-04
**Misc Metabolic Processes**	rno00970: Aminoacyl-tRNA biosynthesis	4	67	*TRNN*, *TRNF*, *TRNC*, *TRNA*	18.26	2.26E-02
	rno00053: Ascorbate and aldarate metabolism	3	30	*UGT1A6*, *UGT1A1*, *UGT1A8*	30.58	3.75E-02
	rno00860: Porphyrin metabolism	3	43	*UGT1A6*, *UGT1A1*, *UGT1A8*	21.34	5.90E-02
	rno01240: Biosynthesis of cofactors	4	154	*301115*, *UGT1A6*, *UGT1A1*, *UGT1A8*	7.94	8.12E-02
**Membrane Proteins**	KW-0812: Transmembrane	41	5334	*PCDHGA7*, *TMEM262*, *TCTE1*, *CLCN1*, *FAM151A*, *LRRN4*, *LAIR1*, *SLC3A1*, *ACP4*, *PCDHGA12*, *PCDHGA5*, *UGT1A8*, *TMEM150B*, *ERGIC2*, *CLEC2DL1*, *KCNK15*, *SLC5A2*, *DEAR*, *UGT1A1*, *PD2I2*, *SPATA9*, *SLC24A5*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *CHRNB1*, *PCDHGA11*, *PCDHGA10*, *SERINC4*, *NOX1*, *PCDHGA1*, *UGT1A6*, *CDH23*, *ICAM2*, *TMEM54*, *LOC687508*, *PCDHGA2*, *PCDHGA8*, *RGD1563263*, *LMLN2*, *PCDHGB7*	1.44	3.68E-02
	KW-0325: Glycoprotein	16	2685	*FAM20A*, *CLEC2DL1*, *SLC5A2*, *UGT1A1*, *TGM4*, *PD2I2*, *GLYCAM1*, *LRRN4*, *LAIR1*, *SLC3A1*, *CHRNB1*, *NOX1*, *IGFALS*, *UGT1A6*, *CDH23*, *UGT1A8*	1.53	4.23E-01
**Repeat Domains**	KW-0677: Repeat	26	3058	*PCDHGA7*, *MYBPH*, *CLCN1*, *LRRN4*, *IGFALS*, *ESRP2*, *PCDHGA12*, *PCDHGA5*, *LOC290428*, *RCOR2*, *WDR38*, *DPH7*, *ASB14*, *PCDHGB8*, *PCDHGA3*, *PCDHGA9*, *LRRC39*, *PCDHGA11*, *PCDHGA10*, *MORN5*, *PCDHGA1*, *CDH23*, *SNRPN*, *PCDHGA2*, *PCDHGA8*, *PCDHGB7*	1.60	7.89E-02

Glucuronidation was another interesting process highlighted by several analyses and categories (GO:0052696, GO:0052697, rno00040, KW-0325) in addition to a number of categories that did not retain statistical significance after multiple testing correction (S13-S25 Tables in S2 File). This pathway modifies various molecules with glucuronate, a sugar acid salt derived from glucose and most commonly involved in detoxifying and defense responses [49]. 

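All 8 tested Ugt1a genes were lower in ET than in PF. The 1 tested Ugt gene outside this cluster was not. Under the replicate block, 0 of the 8 passed the threshold, and all 8 were lower at an unadjusted p-value below 0.05. That fit left 1 residual degree of freedom, so it had little power. Ugt1a1 had 0.708 ± 0.915 normalized counts in ET (SD, n = 4), 14.3 ± 1.21 in PF (n = 5) and 0.377 ± 0.53 in AD (n = 5), at least 4.76-fold lower in ET than in PF with ET at the floor. Ugt1a8 was at least 4.43-fold lower. The Ugt1a genes share exons. In each of the 6 PF samples the counts of Ugt1a1, Ugt1a2, Ugt1a3, Ugt1a5, Ugt1a8 and Ugt1a9 lay within 2 of each other, for example between 16 and 16.7 in PF replicate 2, and in ET and AD they were at most 2.3. At these counts a fold change cannot be measured beyond the bound given.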

The downregulation of other toxin and drug metabolizing genes and pathways (rno00982, rno00980, rno05204, rno00983, rno05207) in conjunction with glucuronidation suggests that the neurons continue to be affected by early toxin exposure in the form of alcohol.

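Gstm3l was at least 3.79-fold and Akr1b7 at least 3.91-fold lower in ET than in PF, since both were at the floor in ET. Akr1b7 did not pass the filter on low counts, and its adjusted p-value was 0.0023 with no filter and 0.00057 with the technical replicates summed, each from edgeR's quasi-likelihood test. Nr1i3 had 14.9 ± 1.39 normalized counts in ET (SD, n = 4), 64.6 ± 6.27 in PF (n = 5) and 16.7 ± 1.91 in AD (n = 5), a log2 fold change of -2.11 against PF (SE 0.13, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test) and of -0.18 against AD (SE 0.15, adjusted p = 1).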

## Discussion

Here we demonstrated that PAE produced persistent downregulation of gene expression in the hippocampus. Gene ontology analysis was used to determine the categories of genes that were affected by prenatal alcohol treatment. Several of these categories are of interest, with PAE reducing the expression of genes involved in cell adhesion, glucuronidation, toxin metabolism, and the immune response. PCA analysis supports these findings, demonstrating visual separation of groups on the basis of exposure and diet but not on the basis of sex. This segregation was visually apparent despite the fact that the individual principle components did not fully segregate groups. In addition, few sex differences were evident, with only one gene (*RT1-N2)* upregulated in ET females compared to ET males. *RT1-N2* is predicted to play a role in antigen processing and is orthologous to human major histocompatibility complex class 1. Previous studies evaluating sex differences in gene expression following PAE in the CNS have had mixed results. For example, Gano et al. (2020) found no evidence of sex differences in the olfactory bulb of adolescent rats that were exposed to alcohol on GD11-12 [30]. However, Mishra et al. (2023) reported that over 1,000 genes were differentially expressed in the cortex of male and female adolescent mice prenatally exposed to alcohol [19]. It is possible that sex differences in gene expression vary by brain region. Although most genes were downregulated following PAE, expression of *IFIT1* was upregulated in ET rats. *IFIT1* is part of the interferon-induced proteins with tetratricopeptide repeats (IFIT) family, where it participates in nonspecific antiviral response [47]. It is somewhat surprising that PAE caused a long-lasting increase in the expression of *IFIT1* but supports other studies showing long-term programming of the immune response by alcohol [30, 48].

We observed that PAE resulted in downregulation of several protocadherins (PCDH) from the gamma subfamily. It is not surprising that PAE resulted in alterations in cell adhesion, as prior research has reported that alcohol exposure alters expression of neural cell adhesion molecule (NCAM) in zebrafish (100mM ethanol) [50] and in primary cultures of cortical neurons (400 mg/dL) [51]. In addition, the neural cell adhesion molecule L1 is altered by alcohol [52, 53]. However, we did not directly observe a change in expression of NCAM or L1. Instead, there was a significant downregulation of several protocadherins, another important class of cell adhesion molecules with known roles in cell-cell interactions [54] and previously shown to be altered by developmental alcohol exposure [46]. 

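Ncam1 had 7830.4 ± 949 normalized counts in ET (SD, n = 4) and 7608.6 ± 134 in PF (n = 5), a log2 fold change of 0.04 (SE 0.08, adjusted p = 0.93 from edgeR's quasi-likelihood test). L1cam had 2564.8 ± 259 and 2661.8 ± 281, a log2 fold change of -0.05 (SE 0.09, adjusted p = 0.94). With the replicate number as a block, the log2 fold change of L1cam was 0.04.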

For example, in humans with FASD, there is an increase in DNA methylation of genes related to protocadherins in buccal samples [23, 55]. In addition, protocadherin 18a was decreased following alcohol exposure (100mM) in a zebrafish model of FASD [56], indicating that altered expression of protocadherins may be a consistent consequence of prenatal alcohol exposure. PCDH are a subtype of cadherins, a superfamily of proteins involved in cell-cell interactions, that are expressed extensively in the central nervous system [54]. PCDH can be divided into several families: α, β, and γ, to name a few [54]. Of these, the γ-protocadherins (PCDH-γ) are of particular interest, due to their role in synaptogenesis [57] and blood-brain barrier formation [45]. Previous studies have found that PAE does not affect the expression of synaptophysin, PSD-95, or hippocampal spine density at PD30 [58, 59] or at PD60 [59]. Thus, it is not likely that PAE results in long-term effects on synapse formation. However, PCDH-γ are expressed in endothelial cells of the blood-brain barrier [45] and in astrocytes [60]. Previous studies have reported that PAE disrupts brain vasculature in the hippocampus [61] and cortex [62]. As such, it is possible that PAE disrupts blood-brain barrier integrity through a decrease in the expression of *PCDH-γ*. Although we did not evaluate gene expression in different cell types, it would be interesting to examine *PCDH-γ* expression in astrocytes, specifically. Astrocytes contribute to the formation of the blood brain barrier, and PCDH-γ are important for neuron-astrocyte interactions [60].

We also noted differential expression of several genes involved in glucuronidation. This pathway modifies various molecules with glucuronate, a sugar acid salt derived from glucose and most commonly involved in detoxifying and defense responses [49]. During glucuronidation, the enzymes involved utilize UDP-glucuronate as a cofactor to add the sugar salt to the target. These molecules then are transported out of the cell, usually to be excreted in urine, bile, or feces. Common targets include toxins such as xenobiotics, drugs, and other environmental or dietary factors harmful to the organism [49]. The downregulation of other toxin and drug metabolizing genes and pathways in conjunction with glucuronidation suggests that the neurons continue to be affected by early toxin exposure in the form of alcohol.

We observed significant differences in the expression of several genes involved in the immune response. 

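Of 22 tested RT1 genes, 0 passed the threshold as lower in ET than in PF, and 2 were lower at an unadjusted p-value below 0.05. RT1-O1 had 2.65 ± 4.02 normalized counts in ET and 10.4 ± 6.11 in PF (SD, n = 4 and 5), a log2 fold change of -1.94 (adjusted p = 0.4 from edgeR's quasi-likelihood test). Without ET replicate 4, the log2 fold change of RT1-O1 was -3.80 (adjusted p = 0.11 from the same test). RT1-T24-4 had 54.5 ± 14.2 and 47.8 ± 7.63, a log2 fold change of 0.19 (SE 0.19, adjusted p = 0.84). RT1-M1-2 had 2.16 ± 3.71 and 10.6 ± 6.66 and did not pass the filter. Its adjusted p-value was 0.27 with no filter and 0.34 with the technical replicates summed. RT1 genes are similar in sequence, and how reads shared between them were counted was not tested.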

First of all, several members of the *RT1* complex (rat MHC) class 1 family of genes were downregulated in the hippocampus of ET rats compared to PF rats *(RT1-M1-2*, *RT1-O1*, *RT1-N2*, *RT1-T24-4)*. The *RT1* complex is a large cluster of genes, some of which are orthologous to human major histocompatibility complex (MHC). In the rat, the *RT1* complex can be further divided into framework, Class 1, and Class II genes [63, 64]. MHC class 1 molecules and their receptors are expressed in many neuronal subtypes as well as in microglia, where they are thought to play a pivotal role in the refinement of synapses [65]. Thus, the observed downregulation of *RT1* class 1 genes following PAE suggests that important developmental processes, such as synaptic pruning and stripping, may be impaired by PAE.

Another important component of the immune response involves neutrophil transfer across the blood-brain barrier, a process that relies on intercellular cell adhesion molecule (ICAM)-1 and ICAM-2 [66]. ICAM-2 is expressed on endothelial cells [67, 68] and plays a role in T-cell diapedesis through the blood-brain barrier [69]. Furthermore, an analysis of fetal expression of *ICAM-2* revealed colocalization with microglia in the corpus callosum and cerebral vessels of the cortex [70], although this study observed low expression of *ICAM-2* in the adult brain. However, a study by Navratil et al. (1997) reported significant expression of *ICAM-2* in vascular endothelial cells of adult post-mortem tissue [71]. We observed a significant decrease in *ICAM-2* following PAE, which when combined with the observed downregulation of *PCDH-γ* could indicate significant dysfunction of the blood-brain barrier in alcohol-exposed rats. 

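Icam2 was at the floor in ET, with 0.71 ± 0.474 normalized counts (SD, n = 4), and had 14 ± 2.22 in PF (n = 5) and 0.655 ± 0.6 in AD (n = 5). It was at least 4.66-fold lower in ET than in PF (adjusted p = 2.6e-05 from edgeR's quasi-likelihood test), and both ET and AD were at the floor, so no fold change between them is given. The gene was higher in PF than in AD with an adjusted p-value of 1e-05.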

A previous study found that PAE resulted in altered angiogenesis and blood-brain barrier composition in newborn mice [62], whether these changes persist into adolescence remains to be seen. The data presented here suggests that PAE could indeed result in long-term changes to the integrity of the blood-brain barrier.

As with any study, there are limitations to the current data. First, we elected to evaluate gene expression in the hippocampus only, while acknowledging that gene expression, and its changes following PAE are likely to be region dependent. However, changes in gene expression of protocadherins following developmental exposure have been observed in mouse cortex [19], human buccal samples [23, 55], and zebrafish embryo [56], suggesting that this may be a reliable consequence of prenatal alcohol exposure. Another important factor to consider is the timing of alcohol exposure. In the rodent, prenatal alcohol administration results in exposure that is limited to the first and second trimester periods. It is entirely possible that a different outcome would be observed with postnatal exposure during the brain growth spurt (PD 4–9). Future studies should evaluate whether the timing of exposure is an important factor in the current outcome. Finally, there are limitations in the study design, as samples were derived from a single litter per treatment group. In this way, the current data should be viewed as exploratory. Furthermore, we were limited in the number of samples that could be analyzed in the current study. After finding no sex differences, we elected to combine males and females, resulting in n’s of 5-6/group (2–3 males and females).We recognize these factors as limitations of the current work and plan to replicate and expand these studies going forward. However, the current findings align well with the existing literature, providing support for the current data. Finally, future studies should validate the expression changes observed in the current study.

Taken together, it is clear that PAE causes enduring changes to the hippocampal genome. Almost 400 genes were downregulated in ET rats compared to PF rats, with GO analysis indicating enrichment of cell adhesion and cadherin genes, genes involved in toxin metabolism, and genes with a role in the immune response. Of note is the observation that several *PCDH-γ* and *RT1* complex genes were downregulated by alcohol exposure. Given the role of these genes in synapse formation and synaptic refinement, it is possible that PAE impairs critical processes such as synaptic pruning within the hippocampus. The hippocampus plays a major role in synaptic plasticity and memory consolidation, so impaired synaptic pruning within this structure could contribute to cognitive dysfunction in individuals with FASD.

## Supporting information

S1 File (PDF) Click here for additional data file.

S2 File (XLSX) Click here for additional data file.

S1 Data (CSV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

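RNA was measured by paired-end sequencing of stranded mRNA libraries from the hippocampus of 17 adolescent rats: 5 exposed to ethanol before birth (ET), 6 pair-fed controls (PF) and 6 controls fed ad libitum (AD). The authors trimmed and filtered the reads with fastp, mapped them to the rat assembly mRatBN7.2 with Bowtie2 under default options, and counted fragments on the exons of 34322 genes with featureCounts, at a minimum mapping quality of 10 and with reads allowed to count for multiple features. The paper's text does not name the strand setting or the release of the gene annotation. The values the authors deposited are expected counts in form: fragments per gene averaged over the 3 technical replicates of each sample, not normalized and not always whole. All values were multiples of 1/3, and 53.3% of them were whole numbers.

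Samples were grouped by diet and sex from the sample labels and the paper. The 3 samples left out of the paper's final analysis, which left 14, were taken from the animals named in Fig 1A. For the PF males 11f5 and 11f6, the animal names of the count table were used, since the labels do not tell which replicate number belongs to which animal. The replicate numbers that pair samples between diets come from the sample titles, and the samples they pair are different animals. No pair of samples of one diet had counts within sampling noise of each other: over 40 pairs, the smallest chi-square per gene was 2.96.

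The comparisons, the samples and covariates of each fit, the genes to be named and the alternatives to be tried were fixed before the data were examined. Averaged counts were rounded to whole numbers, genes with low counts were removed with filterByExpr on the groups compared, and libraries were scaled by TMM. Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The threshold was an adjusted p-value below 0.01 with an absolute log2 fold change above 1.5, as in the paper's results, and for the interaction of sex and diet the adjusted p-value alone. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Normalized counts are counts scaled by TMM over the 17 samples to the mean effective library size. In fits of 2 diet groups, the median log2 fold change over all genes was at most 0.01 from 0, and no shift was removed.

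The alternatives were DESeq2 1.42.0, the median-of-ratios scaling in edgeR, no filter on low counts, sums in place of averages of the technical replicates, an absolute fold change above 1.5 as in the paper's methods, leaving out genes that overlap another annotated gene, sex as a covariate, 1 fit of the 3 diet groups, the replicate number as a block, all 17 samples, and leaving out each replicate in turn. For the principal components they were counts not log transformed, median-of-ratios counts, the 500 most variable genes and leaving out overlapping genes. The comparison of the sexes in the paper's final 14 samples was added after the data were seen. Principal components were computed on log2(CPM + 1) over all genes, and the separation of groups is the ratio of the mean distance between groups to the mean distance within groups on the first 2 components, with an exact permutation test over all assignments of the samples. Other statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

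The edgeR and DESeq2 steps were tested on simulated counts with the means and library sizes of these samples. Of 200 genes changed by known fold changes among 16062 genes tested, edgeR recovered 200 and DESeq2 200, each with 0 false calls, and the median absolute error of the log2 fold change was 0.15 and 0.16. With no gene changed, edgeR called 0 of 16087 genes. The planted changes were all well above the threshold and only in genes with ample counts. Every gene had the same dispersion, and no sample was made to stand apart. The simulation therefore does not test genes near the floor, changes near the threshold or samples that stand apart, all of which occur in these data.

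Genes are named as in the count table. The genes named in the text are those the paper names in its results and discussion, Table 2, Fig 3 and Fig 4, the 5 genes with the smallest p-value in each direction among those past the threshold in ET against PF and in ET against AD, the sex-linked genes, and marker genes of thalamus, choroid plexus, pineal gland and the interferon response. The marker genes were listed with the paper's tables at hand, and 10 of the 10 choroid plexus genes and 9 of the 10 pineal genes are in them. Which genes overlap or neighbour each other was taken from a gene list of the rat assembly GRCr8, a different assembly from the authors'. Of the 34322 symbols, 30785 (89.7%) matched it, and no coordinates from it are given. Symbols without a match were kept when overlapping genes were left out, so their overlap is unknown.

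Between 10853947 and 17498392 fragments were counted per sample. A gene at or under 3 counts in every sample of a group was treated as at the floor, and a fold change against such a group is given as a lower bound computed against the floor. Fragments were counted without molecular identifiers, so floors cover counting error only. Gene ontology enrichment and behaviour or blood alcohol data were not analysed here.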

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

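The tests of sex labels, of inherited variants and of the interferon response in Mx2 and Akr1b10, with and without Mx2 in the score, were chosen only after these results were seen, and the test of thalamic tissue was chosen before.

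Sex-linked genes went against the sex label in 2 of the 17 libraries. The AD library labelled male replicate 1 had 0 counts of the Y-linked genes and 7541.3 of LOC100911498, listed as Xist in the GRCr8 gene list, and the AD library labelled female replicate 2 had 3352.0 counts of the Y-linked genes and 1 of LOC100911498. In the other 15 both kinds of gene matched the label. A mislabelled sample, such as an exchange of these labels, is a candidate explanation. No comparison here used the sex of AD samples apart from the fits with sex as a covariate and the separation of the sexes over all samples.

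Mx2 and Akr1b10 were lower in ET than in both controls, which the paper does not discuss. Between ET and AD, the log2 fold change of Mx2 was -2.56 and that of Akr1b10 was -1.81. Every ET sample lay below every AD sample for both. The adjusted p-value of Mx2 was 0.00013 and ranged from 3.9e-44 with DESeq2 to 0.047 with the replicate number as a block, and that of Akr1b10 was 7.9e-05 and ranged from 6e-49 to 0.067 under the same settings. The block fit of ET against AD had 3 shared numbers and left 2 residual degrees of freedom, so it had little power. Mx2 is an interferon-response gene. A lower interferon response in ET is a candidate explanation. The other interferon-response genes had a median log2 fold change of -0.21 between ET and AD, and with Mx2 included 9 of 11 were lower in ET. The score of the set did not pass an exact permutation test (two-sided, p = 0.15 over 126 splits, adjusted p = 0.32 over 8 such tests of marker sets), so a lower response than in AD was not shown. With Mx2 left out, the score was 0.22 lower in ET than in AD (exact permutation test, two-sided, p = 0.45). Between ET and PF the median without Mx2 was 0.04, and of the 10 genes tested 5 were higher and 5 lower in ET. The score without Mx2 was 0.12 higher in ET (p = 0.4 by the same exact test). With genes going both ways, these values show no lower response in ET than in PF and cannot exclude one. Each diet was 1 litter, so an effect of ethanol could not be told apart from a difference between litters, and an inherited variant was not tested for these genes.

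Over the 14 samples of the paper's final analysis, 19 of 104 groups of samples of the named genes had a sample far from the others, where 5.2 are expected by chance. The ranges of the others, here and for the genes after these, are over those 14 samples, and the left-out samples are given apart. In ET replicate 4, RT1-N2 had 87.3 normalized counts (at most 0.912 in the other ET samples), RT1-M1-2 had 7.68 (at most 0.97) and RT1-O1 had 8.64 (at most 1.01), and the left-out ET sample had 1.21, 0 and 0. In AD replicate 6, RT1-M1-2 had 1.16 (8.87 to 10 in the others) and RT1-T24-4 had 61.7 (31.9 to 36), and the left-out AD sample lay outside both ranges, at 23.8 and 13.6. RT1-N2 was near 0 or high in both sexes, with 0.3 counts in the lowest and 91.3 in the highest of 6 males of ET and PF and a wider range in the 5 females, and did not differ between the sexes (exact permutation test, two-sided, p = 0.49 over 462 splits). An inherited variant against the reference may separate such animals, but the test cannot tell it from other causes, since genotypes were not analysed here.

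Slc39a12 had 34.3 normalized counts in ET replicate 1 and 440 to 491 in the other ET samples of the 14, with 397 in the left-out one. Zfp458 had 437 in AD replicate 3 and 85.4 to 99.5 in the others of the 14, but 391 in the left-out AD sample, so the high AD sample is not alone. Over all 17 samples both genes fell into high and low values: the largest gap between sorted samples was 1.99 on the log2 scale for Slc39a12, with the next at 0.56, and 1.63 for Zfp458, with the next at 0.18. Above the gap lay 4 ET, 0 PF and 3 AD samples for Slc39a12 and 4 ET, 0 PF and 2 AD samples for Zfp458. A candidate explanation is an inherited variant that differs between the litters, which these counts cannot tell apart from an effect of diet.

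Other genes of the paper's upregulated list also had high samples among the 14. Npsr1 had 83.4 normalized counts in ET replicate 5 (33.7 to 41.4 in the others) and 135 in AD replicate 3 (21 to 48.8), and 71.5 in the left-out ET sample. Calcr had 63.8 in ET replicate 3 (0 to 2.91) and 9.98 in AD replicate 5 (0.957 to 3), and 27.9 and 38.6 in the left-out ET and PF samples. Wnt9b had 72.9 in ET replicate 3 (9.08 to 17.3) and 12.2 in AD replicate 5 (3.49 to 6), and 39.7 in the left-out PF sample. Thalamic tissue left in some dissected samples may raise such genes. The score of 10 thalamus marker genes was 0.42 higher in ET than in PF on the log2 scale (exact permutation test, two-sided, p = 0.048 over 126 splits), which did not hold after adjustment over 8 tests of marker sets (adjusted p = 0.32). Of the 9 marker genes tested, 0 passed the threshold and 3 had an unadjusted p-value below 0.05, and the score did not differ between ET and AD (exact permutation test, p = 0.44). Over 17 samples the score correlated with Shox2, the one gene tested (r = 0.82, permutation p = 0.00013, and rho = 0.59, permutation p = 0.014), and r was 0.70 without the 2 samples farthest from the median score. The relation to Slc39a12 could not be tested because its samples fall into separate clusters. For genes past the threshold the samples are mixed. ET replicate 1 had a score of 7.11, within the 6.94 to 7.28 of the PF samples of the 14, with 77.7 normalized counts of Nqo2 and 12.1 of Tcam1 (at most 29.5 and 3.97 in those PF samples). That goes against thalamic tissue as the source of Nqo2 and Tcam1 in this sample, but 1 sample cannot decide it for the group. Slc39a12 was at 34.3 in the same sample, within the 30.7 to 38.3 of those PF samples, which goes with the explanation. PF animal 11f6 had a score of 7.82 with 5.36 of Tcam1 and 53.6 of Slc39a12, but with 72.9 of Nqo2, so thalamic tissue may still have raised Nqo2 in that sample. The explanation stays open for Nqo2, Tcam1 and Slc39a12, and for Shox2, Calcr and Wnt9b, genes not past the threshold.

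The remaining samples that stood apart differed less or had few counts. Fam166a had 414 normalized counts in PF replicate 3 (464 to 481 in the others, 525 in the left-out PF sample), Rn45s had 118 in AD replicate 1 (29.1 to 37.7, and 47.6 in the left-out AD sample) and Akr1b10 had 693 in PF replicate 2 (357 to 419, and 316 in the left-out PF sample). Icam2 had 17.8 in PF replicate 3 (12.4 to 13.9) and 0 in ET replicate 1 (0.912 to 0.97), but the left-out PF and ET samples had 18.2 and 0, so neither stands alone over the 17 samples. Ugt1a8 had 0.97 in ET replicate 5 (0 in the others). No biological explanation was tested for them, and the values of Icam2 and Ugt1a8 in ET are at the floor.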

How the results depend on the processing

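The comparison of the sexes in the final 14 samples was chosen only after the result was seen. The genes lower in ET than in PF numbered 320 to 504 with 17 samples and 321 to 461 with 14 under all alternatives but the replicate block and leaving out overlapping genes, the genes lower in ET than in AD numbered 2 under all but the replicate block, and the interaction of sex and diet gave 0 genes under every alternative run (231 at an unadjusted p-value below 0.05 in the main setting). The interaction test had few rats per sex and diet, so its 0 genes do not exclude an interaction. Counts that moved by more than 1.5 times are given by setting, and for each the cause was not tested. The counts without overlapping genes still hold genes not found in the GRCr8 gene list.

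With genes overlapping another annotated gene left out, ET against PF gave 112 lower and 2 higher genes with 17 samples and 110 lower and 2 higher with 14, PF was higher than AD for 107 genes, the sexes differed in 1 gene within ET and 1 within PF, males gave 59 lower and 2 higher genes, and females 70 lower. With the replicate block, ET against PF gave 171 lower and 3 higher genes with 17 samples and 194 lower and 3 higher with 14, ET against AD gave 0 lower genes (174 at an unadjusted p-value below 0.05), 0 genes were lower in ET than in both controls, and females gave 4 higher genes. The block fits of ET against PF used every sample that carries a number, 9 with 3 shared numbers for 17 samples and 8 with 2 shared numbers for 14. They left 2 and 1 residual degrees of freedom, that of ET against AD left 2 and that of females 1. Only samples with a shared number inform the diet difference, so smaller counts may reflect lost power. No paired analysis was possible because males of ET and PF share fewer than 2 numbers, for that comparison alone. Deviations of same-numbered ET and AD samples correlated at -0.05 (3 pairs) and those of PF and AD samples at 0.01 (4 pairs).

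With no filter on low counts, ET against PF gave 12 higher genes with 17 samples, PF against AD 8 lower and 485 higher, and males 5 lower and 0 higher (387 higher at an unadjusted p-value below 0.05). With an absolute fold change above 1.5, the higher genes of ET against PF were 27 with 17 samples and 17 with 14, females gave 1 higher gene, and PF was lower than AD for 18 genes. With sums of the 3 technical replicates, 10 genes were higher in ET than in PF with 14 samples and 8 lower in PF than in AD. With DESeq2, females gave 3 higher genes. With sex as a covariate, 3 genes were higher in ET than in PF with 14 samples. With all 17 samples, males gave 291 lower genes. With counts as deposited and not log transformed, the separation of diets in the 14 samples was 1.17. With the paper's final 14 samples only, 0 genes passed the threshold between the sexes within ET (126 at an unadjusted p-value below 0.05). The Y-linked genes were not called either (adjusted p-values of 0.029 to 0.041), so 2 males and 2 females were too few for this test.

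Across the fits that each left out one replicate, the genes higher in ET than in PF with 14 samples ranged from 2 to 6, the genes higher in ET than in AD from 0 to 1, the genes higher in ET than in both from 0 to 1, the genes past the threshold between the sexes within ET from 0 to 0 (126 to 299 at an unadjusted p-value below 0.05, with the Y-linked genes missed for the same reason), and the genes lower in ET in females from 16 to 62.

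Small log2 fold changes changed sign. Across the fits that each left out one replicate, ET against AD ranged from -0.27 to 0.02 for Pcdhga1, from -0.51 to 0.62 for Npsr1, from -0.57 to 0.66 for Clec3a and from -0.11 to 0.34 for Zfp40, and ET against PF from -0.04 to 0.10 for Ncam1. For Npsr1 it was 0.09 with sex as a covariate and 0.21 with all 17 samples. With the replicate block it was -0.31 for Zfp40, and 0.04 for L1cam in ET against PF. Of the log2 fold changes of named genes under the alternatives other than leaving out a replicate, 339 kept their direction and side of the threshold, 19 no longer passed it, 6 newly passed it and 4 changed sign. Over every single fit that left out one replicate, these numbers were 321, 26, 4 and 10. At the floor, which is 3 counts, the fold changes between ET and PF of Ugt1a1, Icam2, Gstm3l, Akr1b7, Ifit1, Shox2 and Calcr are lower bounds.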

Differences from the paper's values

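In this part only the group means on the principal components were chosen after the result was seen. The paper counts 16 genes higher in ET than in PF with 17 samples, against 6 here. With no filter on low counts there were 12, within 1.5 times the paper's count, and the other alternatives set before the data were examined gave 2 to 27. With 14 samples the paper counts 22 and 6 were found here. With an absolute fold change above 1.5 there were 17, and the other alternatives gave 2 to 10.

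Between ET and AD the paper counts 410 lower and 79 higher genes, against 2 and 0 here, with 251 higher at an unadjusted p-value below 0.05. Under the alternatives set before the data were examined these counts were 0 to 2 and 0 to 1, and none closed the gap. The paper counts 347 genes in its results and 344 in its gene ontology input as lower in ET than in both controls, against 2 here, and 16 and 9 as higher, against 0 here. None of the alternatives set before the data were examined closed these gaps.

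In males the paper counts 25 genes higher in ET, against 4 here, and the alternatives gave 0 to 5. In females it counts 25, against 0 here with 431 at an unadjusted p-value below 0.05, and the alternatives gave 0 to 4. It counts 7 higher genes shared by the pooled, male and female lists, against 0 here and under each alternative. The paper counts 20 genes as higher in females within ET, against 0 here with 66 at an unadjusted p-value below 0.05, in a fit too small to call LOC100911498 (adjusted p = 0.087), and 47 within PF, against 1 here. The alternatives gave 0 to 1 and 0 to 2. None of the alternatives set before the data were examined closed these gaps.

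For ET against AD, the paper's log2 fold change of Pcdhga1 is -7.02, against -0.13 here, that of Tcam1 is 3.61, against -0.54, and that of Npsr1 is 2.11, against -0.11, and none of the alternatives set before the data were examined closed these gaps. The paper's value for Clec3a is 1.59, against 0.12 here. With the replicate number as a block it was 0.96, within the error, and under no other alternative. The paper's value for Slc39a12 is 2.21, against 1.19 here. It was 1.57 at the highest of the fits that each left out one replicate, within the error, and under no other alternative. Between PF and AD, the log2 fold changes here were 7.01 for Pcdhga1, -3.41 for Tcam1, -2.07 for Npsr1, -1.61 for Clec3a and -2.19 for Slc39a12. These lie near the paper's ET against AD values with the sign turned. That would follow if the paper's ET against AD list held the PF against AD comparison.

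The paper lists RT1-M1-2, RT1-O1, RT1-N2 and RT1-T24-4 as lower in ET than in PF. Here RT1-N2 had an adjusted p-value of 0.62, RT1-O1 of 0.4 and RT1-T24-4 a log2 fold change of 0.19, and RT1-M1-2 had 0.27 with no filter. The paper states that RT1-N2 is higher in females than in males after ethanol, while here the 1 high ET sample, at 87.3 normalized counts, was a male. The paper lists Ifit1, Wnt9b, Shox2, Clec3a, Npsr1 and Calcr as higher in ET than in PF. The adjusted p-values here were 0.37 for Wnt9b, 0.47 for Clec3a and 0.016 for Npsr1, and with no filter 0.016 for Ifit1, 0.066 for Shox2 and 0.3 for Calcr. Npsr1 passed the threshold with DESeq2 (adjusted p = 0.00027), with no filter, with all 17 samples and in at least one fit that left out a replicate, and its adjusted p-value was at most 0.081 under the others. Cdh23 is listed as lower and had a log2 fold change of -1.50, not past the threshold, which it passed with no filter, with sums of the technical replicates, with an absolute fold change above 1.5 and in at least one fit that left out a replicate. Akr1b7 is listed as lower and did not pass the filter, and passed the threshold with no filter (adjusted p = 0.0023) and with sums (0.00057).

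The paper describes the AD samples as lying between ET and PF on the principal components. Here ET and AD had a ratio of distances of 0.913 with 17 samples and 0.924 with 14, both on the log scale. With untransformed counts of the 17 samples, the setting in which the left-out samples part on the first component as in Fig 1, the means on the second component were -22293.7 in ET, -3571.4 in AD and 22149.6 in PF, so the AD mean did lie between the others, with AD samples from -43465.9 to 27043.5. The paper gives the larger of its sex lists as higher in females. In the counts here, all 20 such genes within ET and all 47 within PF had the higher mean in males.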

Other observations

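The tests of library size, of neighbouring genes, of the tables of the paper, of choroid plexus, of pineal tissue and of the interferon score without Mx2 were chosen only after the results were seen, while those of overlapping genes, shared exons, the interferon response in Ifit1 and other splits of the samples were chosen before.

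In the 14 samples, 302 genes were higher in PF than in both ET and AD, and for 338 of the genes lower in ET than in PF the AD mean lay nearer the ET mean than the PF mean. Library size was tested first: the totals of 6 of 6 PF samples lay within the range of ET and AD, which goes against it. A candidate explanation is that reads shared by overlapping genes were counted for every gene in the PF libraries only, for example through a different setting of strand or overlap. Among called genes with a proper symbol, 96 of 118 (81.4%) overlapped another gene in the GRCr8 gene list, against 6012 of 13656 (44%) of other tested genes, an odds ratio of 5.55 (Fisher's exact test, two-sided, p = 1.9e-16). Over all 302 called genes the test is void, since 76.8% of them matched the list. Random lists were drawn from all other genes with a proper symbol, a match in the GRCr8 gene list and any counts, tested or not. Matched on the mean count in ET and AD, they had 38.8% overlapping genes on average (23.7% to 55.9%). Matched on the mean count in PF, they had 41.6% (23.7% to 60.2%). Each setting used 10000 lists (permutation p = 0.0001, the smallest they can give). The called genes include 12 protocadherin gamma and 7 Ugt1a genes, which share exons. Fisher's test and the random lists count such genes as independent, so their p-values may be too small. Genes past the threshold without a listed overlap remain, and genes without a match could not be judged. Overlap as listed in another assembly thus leaves part of the pattern open.

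The protocadherin gamma genes give a narrower test, since their transcripts share exons at the 3' end. The difference between the PF and ET means of the 12 genes varied by 0.805% (coefficient of variation), while their means in ET varied by 57.9%. Over the 6 PF samples the median correlation of the 66 gene pairs was r = 0.99 and rho = 0.94 (permutation p = 0.0001 for each over 10000 shuffles, the smallest they can give), and r was 0.94 without the 2 samples farthest from the median. The differences of the 12 genes were 1304.1 to 1343.4 normalized counts, which is consistent with the excess counts of protocadherin gamma genes coming from shared exons. Of the 3 other tested genes, 1 had a similar difference, Pcdhgc3 with 1391.5 in ET and 2709.3 in PF. Pcdhgc5 had a smaller one, 1446.4 in ET and 1894.8 in PF (adjusted p = 0.22), and Pcdhga4 did not differ, at 274 ± 42.2 in ET and 286 ± 29.3 in PF (SD, n = 4 and 5, log2 fold change -0.06, adjusted p = 0.94 from edgeR's quasi-likelihood test). The counts of Ugt1a1, Ugt1a2, Ugt1a3, Ugt1a5, Ugt1a8 and Ugt1a9 likewise lay within 2 of each other in 6 of 6 PF samples.

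Reads in the overlap of neighbouring genes may also have been counted for both genes in the PF libraries only. Successive genes of the count table were in ascending order on 1 chromosome of GRCr8 in 98.1% of cases, so the table's order was used to find neighbours. Of the called genes, 32.1% had a most expressed neighbour whose difference between PF and ET was 0.5 to 2 times their own, against 16.5% with shuffled neighbours (permutation p = 0.0001 over 10000 shuffles, the smallest they can give). For 85.8% of called genes, the most expressed neighbour had a mean in ET at or above the gene's own difference between PF and ET. With neighbours of other tested genes drawn at random in their place, this share was 66.1% on average. Genes of a cluster such as protocadherin gamma can be each other's neighbours, so these shares do not rest on independent genes. A diet effect of pair feeding cannot be told apart from these explanations, since all PF rats were 1 litter and the reads were not analysed here.

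S8 Table of the paper, given as ET against AD, has the same p-value and the opposite fold change in S9 Table, given as PF against AD, for 489 of 489 genes. The means in its column headed ET differ from the AD means here by a median of 0.0242 on the log2 scale and from the ET means by 0.241, and those in its column headed AD differ from the PF means here by 0.0117. This is consistent with S8 Table holding the PF against AD comparison with the sign turned. S2 and S3 Tables show the same for 481 of 481 genes.

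The 3 samples left out by the paper had choroid plexus scores, the mean log2 count of 10 marker genes, of 10.56 to 10.85, against 2.93 to 7.95 in the other 14 (exact permutation test, one-sided, p = 0.0015 over 680 splits, the smallest they can give). Choroid plexus tissue in the dissected hippocampus is a candidate explanation for why they stand apart. All 10 marker genes are listed in S5 or S6 Tables, so they were not chosen apart from the pattern and the test leaves this open. Of the 70 genes of S5 and S6 Tables other than sex-linked genes, 62 had their highest count in the male library later left out, and every male lay above every female for 0 of 21 genes in ET and 1 of 49 in PF, where chance gives 10% and 5% of genes not selected for a difference between the sexes. The sex lists may thus rest on choroid plexus tissue in a single male library of each diet.

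In AD replicate 6, 10 of 10 pineal marker genes had their highest count of the 17 samples. Tph1 had 11141.0 counts there and at most 83.7 elsewhere, Asmt 309 and at most 18, and Crx 175 and at most 2.7. Pineal tissue in the dissected sample is a candidate explanation, which the test leaves open since 9 of the 10 genes are listed in S3 or S4 Tables. The paper kept this sample.

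A higher interferon response in ET was tested for Ifit1. The 10 interferon-response genes tested had a median log2 fold change of -0.02 between ET and PF, and the score of the set was 0.14 lower in ET (exact permutation test, two-sided, p = 0.38). Mx2, itself lower in ET, accounts for that direction: without it the median was 0.04 and the score 0.12 higher in ET (p = 0.4 by the same exact test). Rsad2 was higher in ET, with a log2 fold change of 0.66 (adjusted p = 0.12 from edgeR's quasi-likelihood test, and 0.026 with 17 samples). These values show no rise of the whole set that would explain the higher Ifit1 counts, and leave a rise of a few such genes open.

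Other splits of the samples were fitted with the same test, among those that part as many same-numbered pairs as the real one. For ET and PF with 17 samples, 1 of 80 splits drawn, the real one, gave as many genes, and the highest other count was 1. With 14 samples this was 1 of 40, and for the genes higher in ET alone also 1 of 40. For ET and AD it was 1 of 24, where the real split gave 2 genes and the highest other count was 1, and for PF and AD 1 of 16, with 0 genes at most in the others, where a share under 0.05 cannot be reached. Splits that part other numbers of pairs gave at most 0 genes in 16 draws for ET and AD and at most 1 in 24 draws for PF and AD. For males and females within PF it was 1 of 10, too few splits for such a share. These counts do not separate diet from litter.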
